# Integrative single-cell RNA-seq and ATAC-seq analysis of myogenic differentiation in pig

**DOI:** 10.1186/s12915-023-01519-z

**Published:** 2023-02-01

**Authors:** Shufang Cai, Bin Hu, Xiaoyu Wang, Tongni Liu, Zhuhu Lin, Xian Tong, Rong Xu, Meilin Chen, Tianqi Duo, Qi Zhu, Ziyun Liang, Enru Li, Yaosheng Chen, Jianhao Li, Xiaohong Liu, Delin Mo

**Keywords:** Pig, Myogenic differentiation, Skeletal muscle, scRNA-seq, scATAC-seq

## Abstract

**Background:**

Skeletal muscle development is a multistep process whose understanding is central in a broad range of fields and applications, from the potential medical value to human society, to its economic value associated with improvement of agricultural animals. Skeletal muscle initiates in the somites, with muscle precursor cells generated in the dermomyotome and dermomyotome-derived myotome before muscle differentiation ensues, a developmentally regulated process that is well characterized in model organisms. However, the regulation of skeletal muscle ontogeny during embryonic development remains poorly defined in farm animals, for instance in pig. Here, we profiled gene expression and chromatin accessibility in developing pig somites and myotomes at single-cell resolution.

**Results:**

We identified myogenic cells and other cell types and constructed a differentiation trajectory of pig skeletal muscle ontogeny. Along this trajectory, the dynamic changes in gene expression and chromatin accessibility coincided with the activities of distinct cell type-specific transcription factors. Some novel genes upregulated along the differentiation trajectory showed higher expression levels in muscular dystrophy mice than that in healthy mice, suggesting their involvement in myogenesis. Integrative analysis of chromatin accessibility, gene expression data, and in vitro experiments identified EGR1 and RHOB as critical regulators of pig embryonic myogenesis.

**Conclusions:**

Collectively, our results enhance our understanding of the molecular and cellular dynamics in pig embryonic myogenesis and offer a high-quality resource for the further study of pig skeletal muscle development and human muscle disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-023-01519-z.

## Background

Skeletal muscle development is a highly complex and tightly coordinated multistep process [1]. In mammals, all skeletal muscles of the body derive from the somites, which are metameric mesodermal structures that form on both sides of the neural tube. The most dorsal portion of the somite remains epithelial and becomes the dermomyotome [2]. Muscle precursor cells labeled by the paired box transcription factors Pax3 and Pax7 are generated in the dermomyotome and dermomyotome-derived myotome and undergo cell-fate commitment, followed by migration along an established pathway to differentiate into skeletal muscles [3]. In pigs, for example, the development of somites occurs between approximately days 14 and 22 of gestation [4]. Pluripotent mesodermal cells originate in somites and are committed to the myogenic lineage, followed by proliferation of myoblasts and a subsequent two waves of myoblast differentiation and fusion to form primary and secondary myofibers. Primary myofibers are generated at 35–55 days of gestation, followed by the secondary myofibers that form based on the template of the primary myofibers at approximately 50–90 days of gestation [5].

The myogenic process involves complex gene expression regulatory networks, which mainly exert their function through precise regulation of intercellular signaling and the control of specific gene expression. Pax3 and Pax7 are essential upstream regulators of myogenesis. Pax3/Pax7-positive cells in the dermomyotome provide the self-renewing reserve cell population for muscle formation [6]. Myogenic regulatory factors (MRFs, including Myf5, MyoD1, myogenin, and MRF4), as members of the basic helix–loop–helix family of transcription factors, have well known roles in controlling the determination and differentiation of skeletal myogenic cells during embryonic and postnatal myogenesis [7, 8]. In vivo, molecular and genetic experiments in mice, Drosophila, and chickens have uncovered the genetic and epigenetic regulatory mechanisms necessary for skeletal muscle formation [9, 10]. In vitro, the precise process of myogenesis has been extensively studied using the murine immortalized C2C12 myoblast cell line as a model system because of its high proliferation and differentiation capacities [11, 12]. However, similar progress in pig myogenesis has been limited by the lack of a convenient model system and the high heterogeneity of pig primary myogenic cells.

The skeletal muscle of agricultural animals (typically pig, cattle, and beef) is one of the most significant dietary protein sources for human consumption. The development and growth of skeletal muscle determine meat yield and quality [13]. Thus, a better understanding of porcine skeletal muscle development is needed because of the agricultural importance of pigs and increasing awareness of the benefits of using pigs as model organisms for human development and disease [14, 15]. Tibetan pig, an indigenous pig breed of China, used to live only in the plateau, but now they can also live normally in the plains [16, 17]. The meat yield of Tibetan pig is low, but the meat yield is significantly improved in its hybrid offspring with Duroc, with a higher preslaughter weight (49.50 ± 4.23 kg) and a larger loin eye area (33.00 ± 3.84 cm^2^) than those of Tibetan pig (preslaughter weight, 38.00 ± 2.89 kg; loin eye area, 16.83 ± 1.81 cm^2^) [18]. Therefore, using Tibetan pig (ZZ) and Duroc×Tibetan pig (DZ) as models to study the regulatory mechanism of skeletal muscle development would be very beneficial for improving pig farming. Whether there are differences in the early embryonic myogenesis of ZZ and DZ, with the same female parent and different male parent, remains to be studied.

Single-cell RNA sequencing (scRNA-seq) allows the comprehensively profiling of the gene expression changes observed in development at a cellular level [19], while single-cell transposase-accessible chromatin sequencing (scATAC-seq) allows the analysis of chromatin accessibility and transcription factor (TF) binding to be profiled at a similar resolution [20]. Recently, scRNA-seq has been applied to studying cellular heterogeneity in skeletal muscle tissues [21, 22]. Scientific researchers outlined the major mononuclear cell types present in mature skeletal muscle of mouse, ranging from 10 to 15 cell types depending on cluster assignments and the granularity of subtyping [21–23]. The major cell types always include the following broad categories: fibro/adipogenic progenitors (FAPs), tenocytes, endothelial cells, smooth muscle cells, immune cells (B cells, T cells, macrophages, neutrophils), neural/glial cells, and satellite cells [22, 23]. In addition, using scRNA-seq, Ziye Xu et al. uncovered cell and lipid dynamics of fat infiltration in skeletal muscle [24]. Haibin Xi et al. profiled human skeletal muscle tissues from embryonic, fetal, and postnatal stages and constructed a “roadmap” of human skeletal muscle ontogeny across development [25]. However, our knowledge about muscle ontogeny in pigs is limited. Here, to investigate the upstream regulatory networks in myogenesis that lead to establishment of myogenic lineage and subsequent differentiation, we performed scRNA-seq and scATAC-seq of pig somite and myotome cells from Tibetan pigs (ZZ) and Duroc×Tibetan pigs (DZ) at several embryonic stages (E16, E18, E21, and E28). We produced a classification of developing myogenic cells, observed dynamic changes in gene expression and chromatin accessibility along the myogenic differentiation trajectory, and defined cell-type-specific regulatory networks. We also investigated key TFs and cell–cell interactions associated with embryonic myogenesis. Finally, the molecular and cellular impacts of early growth response 1 (*EGR1*) and Ras homolog family member B (*RHOB*) were substantiated by overexpressing the two genes in pig primary myogenic cells (PPMCs) and C2C12 myoblasts, which resulted in a promotion of myogenic differentiation. This extensive analysis enhances our understanding of the molecular and cellular dynamics in pig embryonic myogenesis and provides an invaluable resource for studying animal skeletal muscle ontogeny and human muscle diseases.

## Results

### scRNA-seq identified the major cell types in developing pig somites

To gain a comprehensive view of the cell populations present during pig skeletal muscle ontogeny, we used scRNA-seq to evaluate somite and myotome tissues of ZZ and DZ from embryonic day (E) 16 to E28, which covers the transition from Pax3^+^ progenitors to myocytes. Single cells from 8 samples (E16-ZZ, E16-DZ, E18-ZZ, E18-DZ, E21-ZZ, E21-DZ, E28-ZZ, and E28-DZ) were processed for scRNA-seq using a Chromium system (10× Genomics) (Fig. 1A). 

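The 8 libraries represented 4 stages and 2 breeds, so each stage of each breed was measured once. Each library pooled 5 embryos of a sow. The E16, E18 and E21 libraries were made from somites and the E28 libraries from the myotome, the part of the somite that forms skeletal muscle. ZZ denotes Tibetan pigs and DZ the cross of Duroc and Tibetan pigs. For every library the authors deposited a matrix of UMI counts, the number of distinct RNA molecules counted per gene and barcode by Cell Ranger, without normalization and with 21301 genes. The E16 matrices name Cell Ranger version 3.1.0 and the other 6 matrices version 3.0.2, so the version cannot be separated from the stage. In total the matrices held 90688 barcodes, from 10373 in E16-ZZ to 12335 in E28-DZ. Barcodes with fewer than 200 genes, more than 30000 UMIs or more than 10% mitochondrial UMIs were removed, and then, in each library, the barcodes with the highest Scrublet doublet scores, at a rate of 0.8% per 1000 barcodes. The cells kept carried 39887814 UMIs in E16-ZZ, 57482400 UMIs in E16-DZ, 57796312 UMIs in E18-ZZ, 52921029 UMIs in E18-DZ, 44017677 UMIs in E21-ZZ, 45861991 UMIs in E21-DZ, 42994610 UMIs in E28-ZZ and 42164328 UMIs in E28-DZ. The median UMI count per cell was 6192 in E16-ZZ and 5100 in E16-DZ, and 3907 in E28-ZZ and 3404.5 in E28-DZ. Cells are not replicates, and no single pair of libraries can be tested. Stages were therefore compared as 4 early libraries (E16 and E18) against 4 late libraries (E21 and E28), by an exact two-sided permutation test over the 70 splits of the libraries, whose smallest p is 0.0286. Genes were compared on UMI counts summed over the cells of a type in each library.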

Overall, 70,201 cells passed quality control (QC) with an average of 1892 genes per cell and 5276 unique molecular identifiers (UMIs) per cell (Additional file 1: Figure S1A, B). 

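Of the barcodes deposited, 194 had fewer than 200 genes, 279 had more than 30000 UMIs and 7967 had more than 10% mitochondrial UMIs, which left 82394 barcodes. The share above the mitochondrial limit was 39.16% in E16-ZZ and between 1.05% and 9.15% in the other 7 libraries. The doublet scores removed a further 8247 barcodes. This left 74147 cells with a mean of 1802.1 genes and 5167.1 UMIs per cell. The number of cells kept was 5436 in E16-ZZ, 9506 in E16-DZ, 9300 in E18-ZZ, 9410 in E18-DZ, 10460 in E21-ZZ, 9197 in E21-DZ, 9882 in E28-ZZ and 10956 in E28-DZ. A mitochondrial limit of 5% moved the number of cells most, to 43292.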

To exclude technical batch effects, the datasets from all samples and tissues were merged using autoencoders (AEs) and applied the batch-balanced k nearest neighbors (BBKNN) approach [26] to the latent space [27] (Additional file 1: Figure S1C). Dimensional reduction and unsupervised clustering for all 70,201 cells identified 31 distinct clusters (Additional file 1: Figure S1D). 

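The autoencoder step was not repeated here. Principal components of 2000 variable genes were joined by 3 nearest neighbours per library and clustered by the Louvain method, with the resolution raised in steps of 0.1 from 0.6 until at least 31 clusters were formed. At a resolution of 1.0, the cells formed 33 clusters of 73 to 6147 cells. At the resolution of 0.6, 23 clusters were formed.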

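Clusters were named only from markers fixed before the counts were seen, with at least 3 markers at 2 times or more their level in the other cells. By this rule the named clusters comprised fibroblast-like, neural stem cell-like, chondrocyte-like, epithelial-like, endothelial-like, neuron-like, neurogliocyte-like, myogenic progenitor/myoblast-like, myocyte-like and cardiac muscle cell-like cells, and in addition 1009 erythroid-like and 73 macrophage-like cells. No cluster reached the rule for mesenchymal-like or osteogenic-like cells. The other 9 clusters, with 29523 cells, remained unnamed. They made up 50.6% ± 12.2 (SD, n = 4 libraries) of the cells at E16 and E18 and 29.8% ± 10.4 (SD, n = 4) at E21 and E28. The threshold of 2-fold was set after the data had been seen. At 1.5-fold, 6 clusters with 17978 cells were unnamed, cluster 8 was epithelial-like, cluster 9 chondrocyte-like and cluster 4 mesenchymal-like. Cluster 8 made up 10.6% of early and 0.25% of late cells, cluster 9 0.087% and 7.28%, and cluster 4 6.23% and 6.495%.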

Based on differential expression analysis and the expression of selected marker genes from the literature, we manually annotated 12 distinct populations (Additional file 2: Table S1 and Fig. 1B, C), including mesenchymal cells, fibroblasts, epithelial cells, neural stem cells, myogenic progenitors/myoblasts, osteogenic cells, neurons, neurogliocytes, endothelial cells, myocytes, chondrocytes, and muscle cells. Bubble plots of marker gene expression demonstrated the accuracy of the cell annotations (Fig. 1D). 

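The largest fibroblast-like cluster, with 5860 cells, carried 6 markers (COL3A1, COL1A1, COL1A2, DCN, LUM and COL6A3). The main endothelial-like cluster, with 1951 cells, carried 8 (PLVAP, EGFL7, PECAM1, CDH5, KDR, CLDN5, ESAM and TIE1). The largest cluster of chondrocyte-like cells, with 4782 cells, carried 7, among them COL2A1, SOX9 and ACAN. An epithelial-like cluster with 2835 cells rested on KRT8, KRT18 and CLDN6 alone, while the one with 1605 cells carried 7 markers including EPCAM and CDH1. The neurogliocyte-like cluster, with 2578 cells, carried markers including SCRG1, SOX10 and CDH19. These genes name the clusters and were therefore not tested between them.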

Gene Ontology (GO) analysis of the differentially expressed genes (DEGs) for each cell type verified the characteristics and functions of different cells (Additional file 3: Table S2 and Additional file 1: Figure S2). We next quantified changes in the cell type percentages during somite development. 

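The share of each named class among the cells kept was computed per library. Epithelial-like cells made up 29.9% and 26.7% of cells in E16-ZZ and E16-DZ, 1.68% on average at E18, 0.425% at E21 and 0.111% at E28. At E16 their mean was 28.3%, but 10.9% in the embedding by Seurat's CCA anchors. The other alternatives gave 27.7% to 35.2%. Their mean was 15.0% ± 15.4 in the early and 0.268% ± 0.206 in the late libraries (SD, n = 4 each), a difference of -14.72 percentage points (exact permutation test, p = 0.0286). Endothelial-like cells decreased from 5.86% ± 3.79 to 0.646% ± 0.171 (SD, n = 4 each; exact permutation test, p = 0.0286). Neural stem cell-like cells averaged 14.1% ± 2.75 in the early and 5.61% ± 7.01 in the late libraries (SD, n = 4 each), a difference of -8.48 percentage points that did not pass the threshold (exact permutation test, p = 0.0857). They were at 14.5% in E21-ZZ and 7.91% in E21-DZ, and at 0.01% in E28-ZZ and 0.009% in E28-DZ. Without balancing over libraries their difference was 5.21 percentage points (exact permutation test, p = 0.4286). Fibroblast-like cells increased from 0.93% ± 0.92 to 22.3% ± 9.72 and myocyte-like cells from 0.519% ± 0.617 to 3.92% ± 2.22 (SD, n = 4 each; exact permutation test, p = 0.0286 for both). At E28, fibroblast-like cells were 35.3% of the ZZ and 13.4% of the DZ library, and cluster 3, left unnamed but with fibroblast-like as its best class by markers, 10.9% and 33.2%. No cluster was named osteogenic-like, so that share was not compared. OGN, a marker of the osteogenic-like list, was among the 10 leading genes of cluster 3 and kept it from the name fibroblast-like. The fibroblast-like difference of 21.39 percentage points was 43.21 without balancing over libraries (exact permutation test, p = 0.0286) and 7.02 in the embedding by Seurat's CCA anchors (exact permutation test, p = 0.0571). Within the libraries of Cell Ranger 3.0.2, where E18 is the only early stage, the differences were -1.41 for epithelial-like, -2.12 for endothelial-like and 20.61 percentage points for fibroblast-like cells (exact permutation test, p = 0.0667, 0.0667 and 0.1333). Under a mitochondrial limit of 5% the epithelial-like share at E18 was 15.9%. From the percentages in Fig. 1E the paper proposes a rapid development of the somite between E16 and E28.

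**Figure D1:**
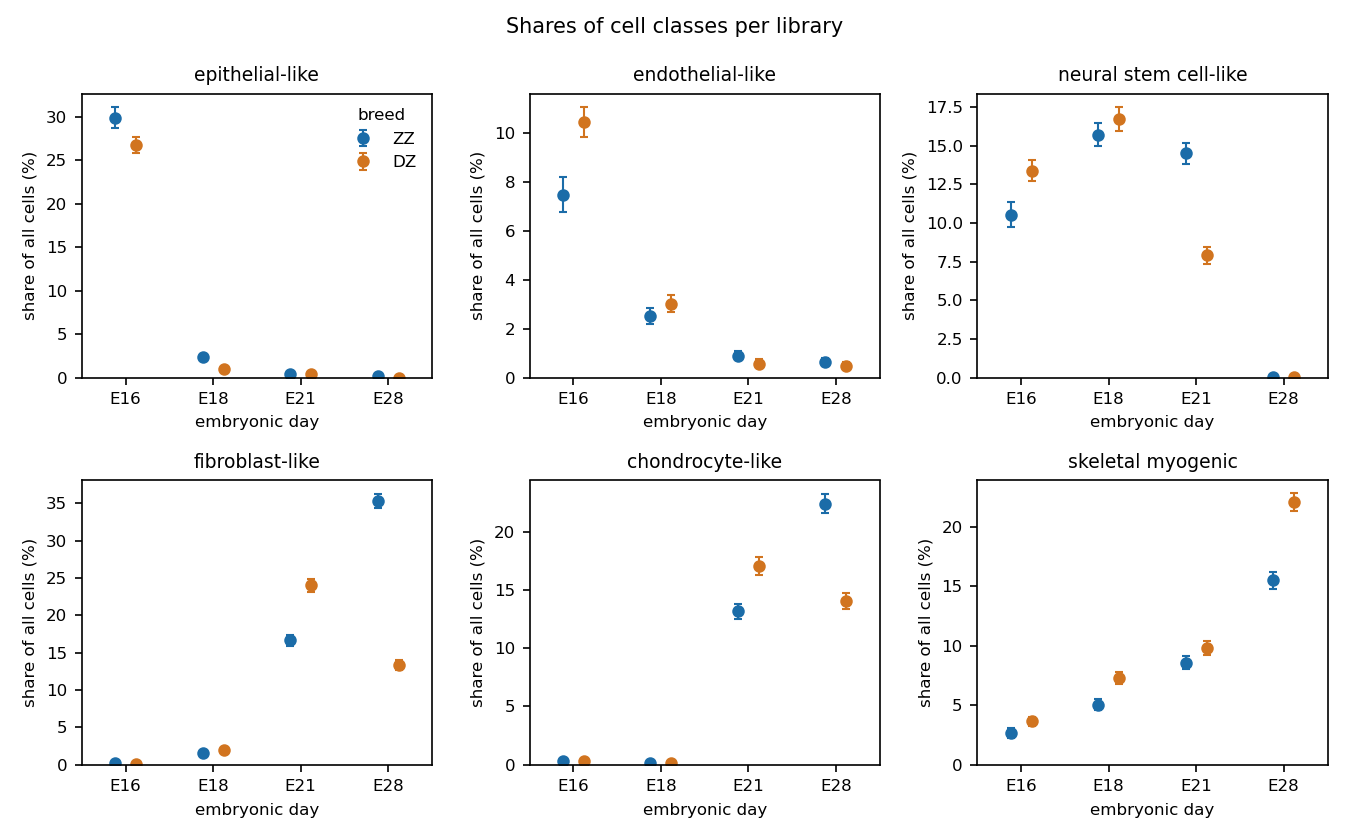
Share of 6 cell classes among all cells kept, in percent, for each of the 8 libraries by embryonic day (blue, ZZ; orange, DZ). Points are single libraries and bars are exact 95% binomial intervals, which cover counting error only. Epithelial-like cells are highest at E16, at 29.9% and 26.7%.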

As shown in Fig. 1E, the patterns of the cell populations vary considerably across development stages, with the proportions of low differentiation cells, such as epithelial cells, endothelial cells, and neural stem cells, decreased with development, while the percentages of highly differentiated cells, such as fibroblasts, osteogenic cells, and myocytes, increased gradually with development, suggesting a rapidly somite development during E16 and E28.

**Fig. 1:**
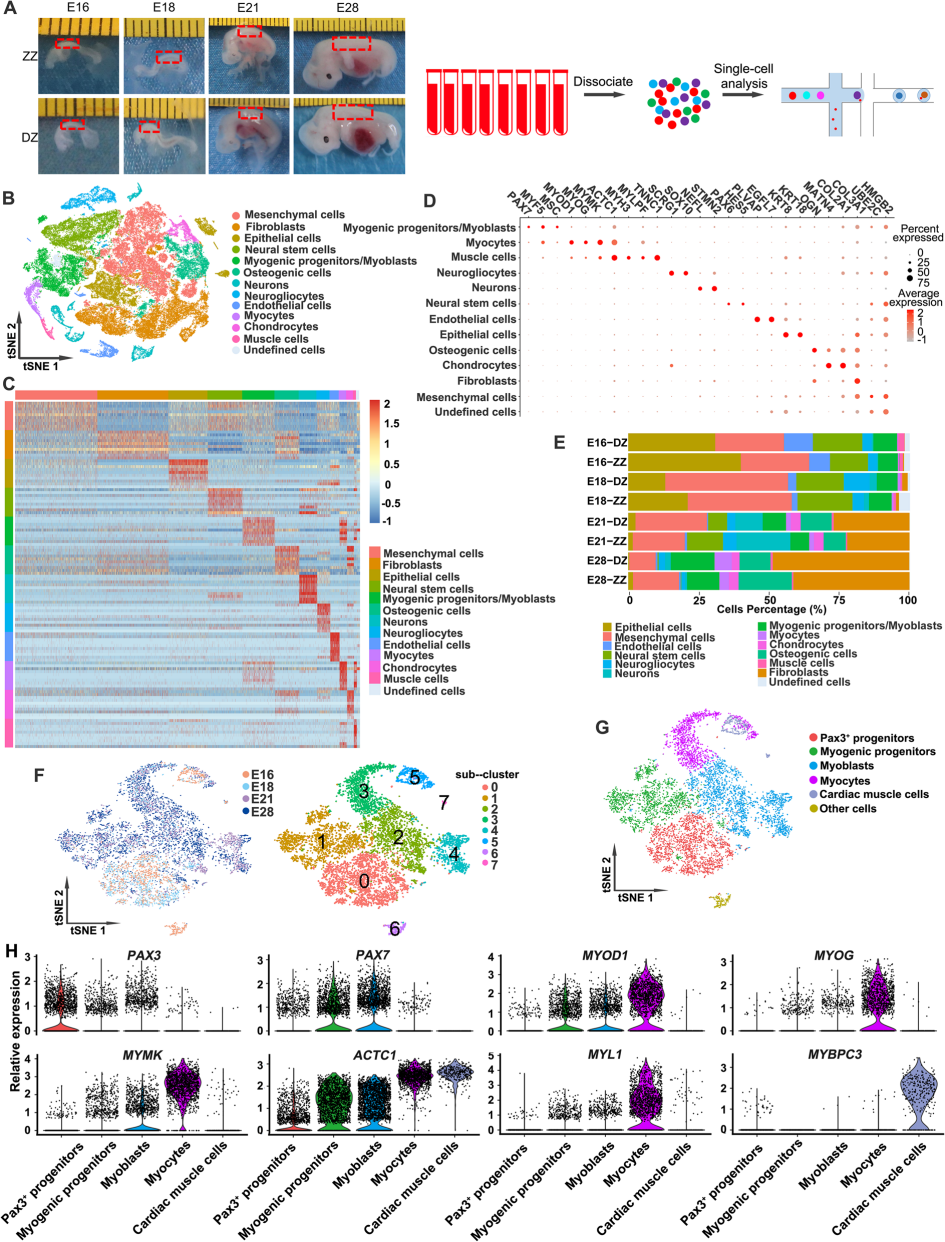
scRNA-seq identified major cell types in developing pig somites. **A** Experimental workflow schematic. Somite tissues [a mixture of embryos (*n*=5) from the same sow] of ZZ and DZ at E16, E18, E21, and myotome tissues [a mixture of embryos (*n*=5) from the same sow] at E28 were isolated. Tissue samples were dissociated into a single-cell solution and then single-cell transcriptomes were captured and analyzed using 10×Genomics. The minimum scale of the ruler in the embryo photograph is 1 mm. **B** t-Stochastic neighbor embedding (tSNE) plots showing the distribution of the main cell populations using the scRNA-seq. Using marker genes, cells were annotated as mesenchymal cells, fibroblasts, epithelial cells, neural stem cells, myogenic progenitors/myoblasts, osteogenic cells, neurons, neurogliocytes, endothelial cells, myocytes, chondrocytes, or muscle cells. Colors indicate cell types. Each dot represents one cell. **C** Heatmap showing the top 20 markers for each of the 12 cell populations. **D** Dot plot of the mean expression of canonical marker genes for 12 cell populations. **E** Bar plot showing the percentage of different cell types within each sample. **F** Visualization of myogenic cell (including myogenic progenitors/myoblasts, myocytes, and muscle cells in Fig. 1B) sub-clusters via t-SNE by developmental stage (left) and sub-cluster number (right). **G** tSNE plots showing the cell identities of myogenic cell sub-clusters. **H** Violin plots showing feature gene expression in each cell sub-cluster. Colors represent sub-clusters described in Fig. 1G

To further dissect the cellular heterogeneity and transcriptional landscape of developing myogenic cells, we extracted myogenic progenitors/myoblasts, myocytes, and muscle cells for further clustering. 

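The 7818 cells of the myogenic progenitor/myoblast-like, myocyte-like and cardiac muscle cell-like clusters were clustered again, which gave 9 sub-clusters at a resolution of 0.5. A sub-cluster of 1455 cells was Pax3+ progenitor-like by 6 markers (PAX3, TCF15, MEOX1, DMRT2, PRTG and UNCX). The sub-clusters with 2246, 983 and 744 cells carried MYF5 and MSC, the first 2 of them also PAX7, and the markers did not divide them into progenitors and myoblasts, so they are called PAX7+ progenitor/myoblast-like. Myocyte-like cells formed sub-clusters of 1398 and 411 cells, and cardiac muscle cell-like cells sub-clusters of 243 and 228 cells. The remaining 110 cells were unnamed.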

The myogenic cells were further divided into 8 distinct sub-clusters with increased resolution and annotated as Pax3^+^ progenitors, myogenic progenitors, myoblasts, myocytes, cardiac muscle cells, and other cells (Fig. 1F, G). Among them, Pax3^+^ progenitors were characterized by the highest expression level of *Pax3*, whereas myogenic progenitors and myoblasts were characterized by the expression of the muscle stem cell marker *Pax7* and the myogenic regulatory factor *MyoD*. Both myocytes and cardiomyocytes expressed the muscle cell marker *ACTC1*, but the differentially expressed skeletal myogenic cell markers *MYOG* and *MYL1* as well as the cardiomyocyte-specific marker gene *MYBPC3* [28] accurately distinguished the two cell types (Fig. 1H).

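In CPM of the UMIs summed per subtype and library, scaled by edgeR's TMM method, PAX3 (chromosome 15, 124093803 to 124193041 of the pig genome Sscrofa11.1) was at 136.8 ± 30.6 (SD, n = 6) in Pax3+ progenitor-like, 82.1 ± 32.7 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 10.2 ± 4.05 (SD, n = 6) in myocyte-like cells, where n is the number of libraries with at least 20 cells of the subtype. PAX7 (chromosome 6, 77160827 to 77268626) was at 39.9 ± 27.6, 124.9 ± 65.0 and 23.5 ± 18.9 CPM in the same subtypes and libraries. MYOD1 (chromosome 2, 41422522 to 41424236) was at 1.41 ± 2.67 CPM in Pax3+ progenitor-like, 77.4 ± 74.3 in PAX7+ progenitor/myoblast-like and 344.9 ± 305.1 in myocyte-like cells. In PAX7+ cells MYOD1 had no UMI in the 158443 UMIs of E18-DZ, and was at 45.2 and 28.2 CPM at E21 in ZZ and DZ, and at 153.1 and 160.5 at E28. These genes are among the markers that name the subtypes, so no p is given.

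**Figure D2:**
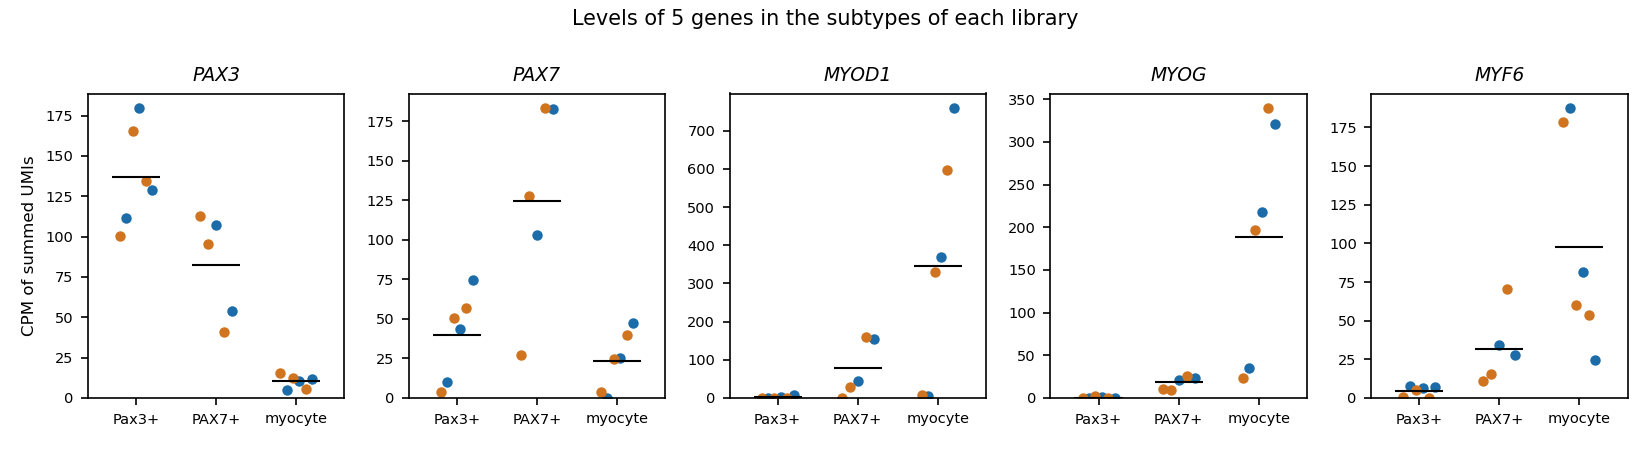
CPM of PAX3, PAX7, MYOD1, MYOG and MYF6 in UMIs summed over the cells of each subtype in each library (blue, ZZ; orange, DZ). Each point is a library with at least 20 cells of the subtype, spread sideways for visibility, and the black line is the mean over libraries. The mean of PAX3 is 136.8 in Pax3+ progenitor-like and 10.2 in myocyte-like cells.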

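ACTC1 (chromosome 1, 136281119 to 136286551) was at 18050 ± 6007 (SD, n = 6) CPM in myocyte-like and 25570 ± 8852 (SD, n = 5) in cardiac muscle cell-like cells, against 175.4 ± 142 (SD, n = 6) in Pax3+ progenitor-like cells. MYBPC3 (chromosome 2, 15247679 to 15269714) was at 573.1 ± 333.9 (SD, n = 5) CPM in cardiac muscle cell-like and 0.324 ± 0.371 (SD, n = 6) in myocyte-like cells. MYOG (chromosome 9, 113783233 to 113785312) was at 189.1 ± 135.7 (SD, n = 6) and MYL1 (chromosome 15, 113038083 to 113051315) at 1570 ± 559 (SD, n = 6) CPM in myocyte-like cells. The cardiac muscle cell-like cells had no UMI of MYOG in the 4 early libraries. In E28-ZZ, the 20 cells of these sub-clusters had no UMI of MYBPC3 and 5737 CPM of MYL1.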

### Reconstruction of the myogenic differentiation trajectory of Pax3^+^ progenitors

To investigate the molecular processes underlying skeletal muscle development, the cells were ordered in a pseudotime manner using Monocle 2 [29]. Pseudotime trajectory analysis revealed seven different cell states (states 1~7) and presented the distributions of cell states along with pseudotime flows (Fig. 2A). An organized, branched progression of cells from Pax3^+^ progenitors to differentiated myocytes was shown by labeling individual cells using the cell population annotations from the unified atlas in Fig. 1E (Fig. 2B, C). Unexpectedly, the first small branch (state 2) was almost entirely enriched by myocytes, and the cells at the end of pseudotime trajectory (state 7) also belonged to myocytes (Fig. 2A, C). The differential gene expression analysis indicated that many muscle development-related genes were highly expressed in both states of myocytes (e.g., *MYMK*, *FNDC5*, *MEF2C*, and *TNNI1*). However, the myocytes in state 2 expressed the cardiomyocyte-specific marker *MYL9*, while those in state 7 expressed the skeletal muscle cell-specific markers *MYOD1* and *MYOG* (Fig. 2D). In addition, the DEGs with high levels in state 2 were largely involved in the regulation of biological processes such as “heart process” and “cardiac cell development,” while the DEGs with highly levels in state 7 were involved in “skeletal muscle tissue development” and “skeletal muscle cell differentiation” (Fig. 2E). These results indicated that the myocytes in state 2 were actually cardiomyocytes which were excluded from subsequent analysis (Fig. 2F).

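MEF2C and TNNI1 were high in both cell types. MEF2C was at 855.1 ± 291.9 (SD, n = 6) CPM in myocyte-like and 262.6 ± 101.9 (SD, n = 5) in cardiac muscle cell-like cells, and TNNI1 at 3812 ± 1820 and 3533 ± 2120. MYMK was at 1310 ± 132.8 (SD, n = 6) and FNDC5 at 411.2 ± 57.7 (SD, n = 6) CPM in myocyte-like cells. In cardiac muscle cell-like cells MYMK was at 61.9 ± 136.3 (SD, n = 5) and FNDC5 at 31.3 ± 61.4 (SD, n = 5), with the highest values, 305.7 and 141.1 CPM, in 20 cells of E28-ZZ. In the cardiac muscle cell-like cluster of all cells, which holds none of these 20 cells, MYMK was at 0.926 ± 1.30 (SD, n = 4) and FNDC5 at 2.94 ± 3.00 (SD, n = 4) CPM.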

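MYL9 (chromosome 17, 39788165 to 39795240) was at 2075 ± 1114 (SD, n = 5) CPM in cardiac muscle cell-like cells and 339.3 ± 321.8 (SD, n = 6) in myocyte-like cells. Its level in myocyte-like cells ranged from 100.1 to 830.4 CPM between libraries. The droplets of fibroblast-like cells held 327.8 ± 326 (SD, n = 6) CPM of MYL9 and those of epithelial-like cells 144.9 ± 72 (SD, n = 7), without subtraction of free RNA from other cells. In the 4 early libraries, the cardiac muscle cell-like cells had no UMI of MYOD1.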

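The cardiac muscle cell-like sub-clusters were left out of the comparisons of skeletal subtypes and of the breeds in skeletal myogenic cells. The skeletal myogenic share of all cells counts whole clusters, and these hold 40 cells of those sub-clusters. Among all cells the cardiac muscle cell-like cluster made up 1.36% of E16-ZZ and 2.82% of E16-DZ, 1.28% ± 1.11 (SD, n = 4) over the early libraries, and none of the cells of the late libraries, which allows a share of up to 0.033% in E21-DZ, for counting error only.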

**Fig. 2:**
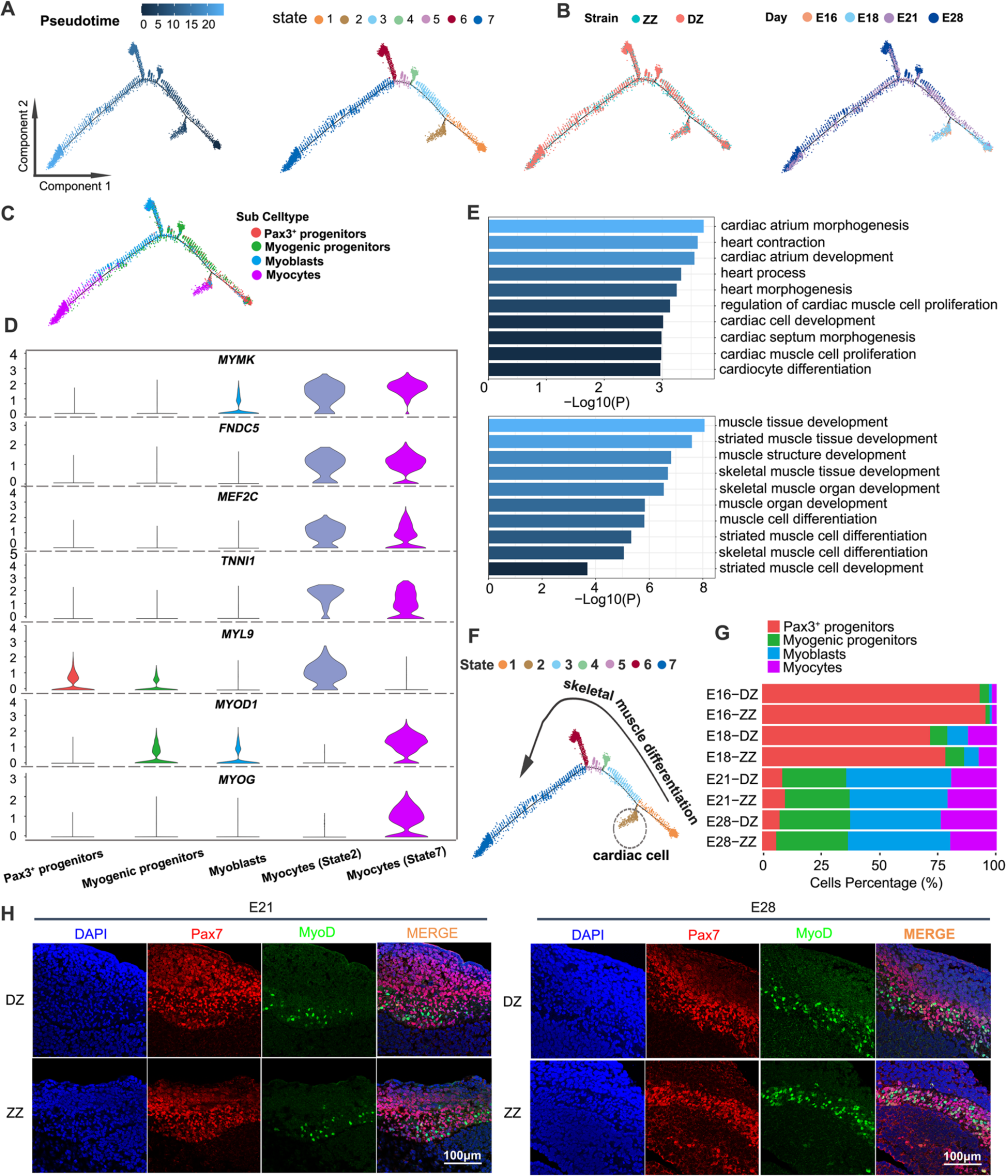
Reconstruction of the myogenic differentiation trajectory in a pseudotime manner. **A** Pseudotime analysis of myogenic cells (including Pax3+ progenitors, myogenic progenitors, myoblasts, and myocytes in Fig. 1E) was performed by Monocle 2 and revealed seven different cell states (states 1~7). The distributions of cell states were presented along with pseudotime flows. Each dot is a cell. **B** Visualization of myogenic differentiation trajectory by cell origins (left) and developmental stages (right). **C** Visualization of myogenic differentiation trajectory by cell identity. **D** Violin plots showing feature gene expression in each cell cluster. *MYMK*, *FNDC*5, *MEF2C*, and *TNNI1* are muscle development-related genes. *MYL9* is a cardiomyocyte-specific marker. *MYOD1* and *MYOG* are skeletal muscle cell-specific markers. **E** Gene Ontology (GO) analysis of the differentially expressed genes with high levels in myocytes (state 2) and myocytes (state 7). **F** Visualization of myogenic differentiation trajectory by cell state, with cardiac cells distinguished from differentiating skeletal muscle cells. **G** Bar plot showing the percentage of cells within each sample assigned to the annotated myogenic cell types. **H** Immunofluorescence staining for Pax7 and MyoD on somite cross sections of ZZ and DZ at E21 and E28. Scale bar = 100μm

Then, the percentages of Pax3^+^ progenitors, myogenic progenitors, myoblasts, and myocytes in each sample were calculated to assess myogenesis progression at different stages. 

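Skeletal myogenic cells, counted as the myogenic progenitor/myoblast-like and myocyte-like clusters, were 2.65% and 3.63% of all cells in E16-ZZ and E16-DZ, 5.04% and 7.26% at E18, 8.57% and 9.80% at E21 and 15.5% and 22.1% at E28. Their mean was 4.65% ± 2.0 in the early and 14.0% ± 6.18 in the late libraries (SD, n = 4 each), a difference of 9.34 percentage points (exact permutation test, p = 0.0286). With at least 1000 UMIs per cell it was 7.49 (exact permutation test, p = 0.0571), and under the embedding by CCA anchors, on 1500 cells per library, 2.73 percentage points (exact permutation test, p = 0.5429). Without the E16 libraries it was 7.83 (exact permutation test, p = 0.1333).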

Although the proportion of total myogenic cells in all cells of somite tissue did not change obviously (Fig. 1E), the percentages of four types of myogenic cells in different developmental stages changed significantly during E16~E28. At E16, there were almost no myoblasts and myocytes in the somites, with pax3^+^ progenitors accounting for about 90% of the four types of cells. 

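Among the skeletal myogenic cells at E16, Pax3+ progenitor-like cells made up 98.6% in ZZ (141 cells, 95% exact binomial interval 95.0 to 99.8) and 98.8% in DZ (339 cells, interval 97.0 to 99.7). PAX7+ progenitor/myoblast-like cells were 1.40% and 1.17%. No cell of E16 was in a myocyte-like sub-cluster, which allows a share of up to 2.10% in ZZ and 0.875% in DZ, for counting error only. The myocyte-like clusters of all cells held 1 cell of E16-ZZ and 2 of E16-DZ.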

At E18, some progenitors were committed to become myoblasts and further differentiated into myocytes. 

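At E18, myocyte-like cells were 5.15% of the cells with a named subtype in ZZ (22 of 427) and 7.94% in DZ (49 of 617). PAX7+ progenitor/myoblast-like cells were 4.22% and 4.86%. The skeletal myogenic clusters held 469 and 683 cells at E18, over which each share would be lower. The mean myocyte-like share at E18 was 6.55%. It was 14.6% with no doublets removed, 14.7% with at least 1000 UMIs per cell and 20.3% under CCA anchors. At E21 the mean of 25.8% was 41.6%, 35.2% and 33.8% under these settings. The myocyte-like cells of E18 had 5.07 CPM of MYOD1 in ZZ and 7.76 in DZ, from 1 and 2 UMIs, where E21 had 369.5 and 330.6 CPM.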

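Between E18 and E21, Pax3+ progenitor-like cells went from 90.6% and 87.2% of the skeletal myogenic cells in ZZ and DZ to 3.02% and 2.46%, and at E28 they were 0.066% in ZZ and 0 of 2408 cells in DZ, which allows a share of up to 0.125%. Their mean was 93.8% ± 5.83 in the early and 1.39% ± 1.58 in the late libraries (SD, n = 4 each), a difference of -92.43 percentage points (exact permutation test, p = 0.0286). PAX7+ progenitor/myoblast-like cells rose from 2.91% ± 1.90 to 69.8% ± 3.88 and myocyte-like cells from 3.27% ± 3.95 to 28.8% ± 4.76 (SD, n = 4 each; exact permutation test, p = 0.0286 for both). Without the E28 libraries, which are of the myotome, the Pax3+ difference was -91.08 percentage points, and without the E16 libraries -87.53.

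**Figure D3:**
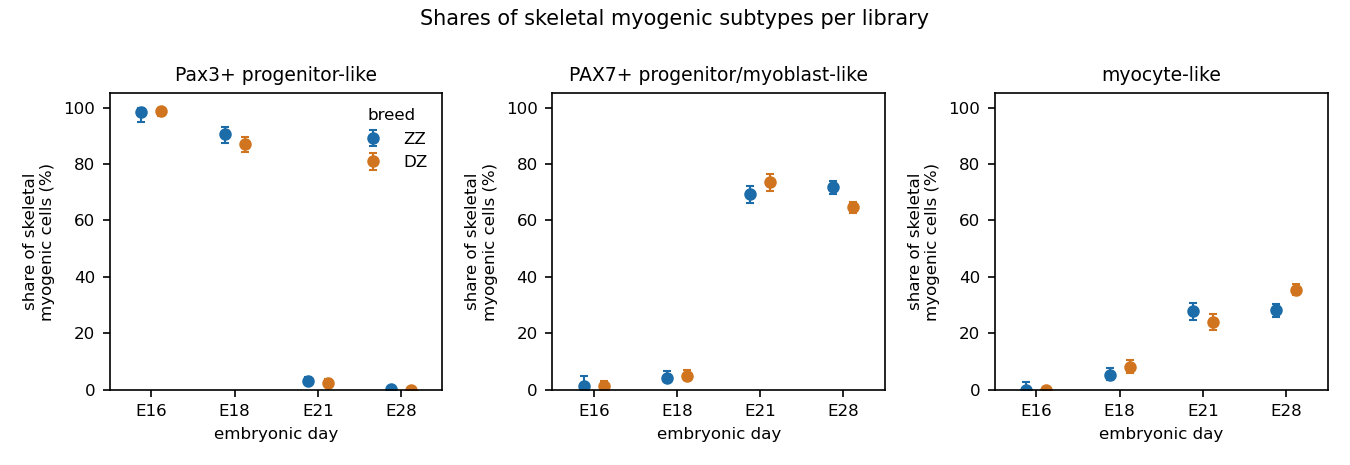
Share of 3 subtypes among the skeletal myogenic cells with a named subtype in each library, in percent, by embryonic day (blue, ZZ; orange, DZ). Cells of the unnamed sub-cluster are left out. Points are single libraries and bars are exact 95% binomial intervals, which cover counting error only. Pax3+ progenitor-like cells are at or above 87.2% in the libraries of E16 and E18 and at or below 3.02% in those of E21 and E28.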

Subsequently, the proportion of pax3^+^ progenitors decreased markedly, and myogenic progenitors, myoblasts, and myocytes accounted for about 90% of the four types of cells at E21 and E28 (Fig. 2G). Dual immunostaining of Pax7 and MyoD showed that MyoD^+^ cells appeared at E21 and increased significantly at E28, indicating that E18~28 was a critical period for the establishment of skeletal muscle lineage (Fig. 2H). As expected, cells from E16 and E18 embryos tended to be distributed at the root of the trajectory suggesting versatile progenitor properties, whereas those from E21 and E28 embryos were distributed in the later part of the trajectory indicating the decreased proportion of progenitor cells and increased proportion of differentiating myogenic cells during skeletal muscle development (Fig. 2B).

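The trajectory was replaced here by a diffusion pseudotime, computed over the skeletal myogenic cells from a root among Pax3+ progenitor-like cells. The median pseudotime per library, which has no unit, was 0.1235 and 0.1149 at E16 in ZZ and DZ, 0.1394 and 0.1411 at E18, 0.1476 and 0.147 at E21, and 0.1489 and 0.1532 at E28. Every late library lay above every early library, with a mean difference of 0.0194 (exact permutation test, p = 0.0286). Pax3+ progenitor-like cells, among which the root lies, made up 87.2% or more of each early and 3.02% or less of each late library. The medians thus follow the shares of the subtypes, and this p is no evidence separate from theirs. Leaving out each library in turn gave differences of 0.0145 to 0.0232. Within myocyte-like cells alone the medians were lower at later stages, at 0.672 and 0.6391 at E18 in ZZ and DZ, 0.3312 and 0.3642 at E21, and 0.2807 and 0.2752 at E28. From the order of stages along its trajectory the paper reasons that progenitor cells decrease and differentiating cells increase in proportion.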

In addition to differentiation, proliferation is also a major biological event during early skeletal muscle development. The cell cycle phase of each cell was predicted to evaluate the proportion of proliferating cells at different states of myogenic progression. We observed a shift in the transcriptomically defined cell cycle state accompanying the change in cell type representation (Fig. 2C and Additional file 1: Figure S3A). 

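Each cell was thinned to 1500 UMIs, which left out 13 Pax3+ progenitor-like cells, and assigned a phase from 39 S-phase and 47 G2M-phase genes of Seurat's lists by scanpy's scoring. Of 1442 Pax3+ progenitor-like cells, 88.9% were in S or G2M phase, and the 95% exact binomial interval of the G1 share was 9.52% to 12.8%, for counting error only. Without thinning the G1 share was 6.19%. By library it was 12.1% and 6.27% at E16, 11.6% and 12.8% at E18, and 15.4% and 23.8% of 26 and 21 cells at E21, in ZZ and DZ.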

In the early part (states 1, 3, and 4) of the pseudotime trajectory, most of the cells are progenitors, so they are primarily predicted to be proliferating (S and G2M phases), with only a small fraction being predicted to be in G1 phase (non-proliferating). However, in the middle stage of the trajectory (State 5), proliferating cells decreased to 73.9%, while non-proliferating cells increased significantly to 26.1%. 

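The states of the paper's trajectory have no counterpart among the clusters used here, so no share can be set against theirs. In PAX7+ progenitor/myoblast-like cells, 36.0% of 3942 cells were in G1 phase (95% exact binomial interval 34.5 to 37.5) and 64.0% in S or G2M phase, with 31 shallower cells left out, and without thinning 36.2% were in G1. G1 shares by library were 23.3% of 30 cells in E18-DZ, 36.2% and 43.2% in E21-ZZ and E21-DZ, and 36.5% and 33.0% in E28-ZZ and E28-DZ. The sub-clusters of this subtype differed by phase, with 62.5% of cells in G1 in sub-cluster 0, 2.03% in sub-cluster 3 and 1.48% in sub-cluster 4.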

At the end of the trajectory (States 6 and 7), most of the cells have differentiated into myocytes that no longer proliferate, so they are primarily in G1 phase (75.3–85.1%) (Additional file 1: Figure S3B). 

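Of 1797 myocyte-like cells, 84.4% were in G1 phase (95% exact binomial interval 82.6 to 86.0), with 12 shallower cells left out, and without thinning 89.1%. By library the share ranged from 81.9% in E28-DZ to 90.9% in E18-ZZ. In the 5 libraries with at least 20 cells of both subtypes, the G1 share of myocyte-like cells exceeded that of PAX7+ progenitor/myoblast-like cells by a mean of 51.08 percentage points (exact sign-flip permutation test, two-sided p = 0.0625, the smallest that 5 libraries allow). Free RNA can carry phase genes into cells that do not cycle, and its part in the 15.6% of myocyte-like cells called S or G2M was left open.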

Consistently, the variation in the expression of cell cycle-related genes and myogenic genes suggested that proliferating cells decreased with the differentiation trajectory (Additional file 1: Figure S3C, D).

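CCNB2 (chromosome 1, 112907047 to 112942218), a gene of mitosis, was at 22.3 ± 8.54 (SD, n = 6) CPM in Pax3+ progenitor-like, 46.37 ± 11.06 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 1.14 ± 1.01 (SD, n = 6) in myocyte-like cells. CDH15 (chromosome 6, 636350 to 652260) was at 76.8 ± 44.5, 294 ± 59.9 and 615 ± 108.6 CPM in the same subtypes and libraries.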

### Transcriptome dynamics of Pax3^+^ progenitor differentiation

To gain insights into the gene expression dynamics along the trajectory, the expression changes of the 1700 top DEGs among the four types of myogenic cells (including Pax3^+^ progenitors, myogenic progenitors, myoblasts, and myocytes) were analyzed and clustered into five major categories of transcriptional gene clusters (Additional file 4: Table S3 and Fig. 3A). 

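Genes were tested between subtypes on UMI counts summed per subtype and library, in sums of at least 20 cells with the library as a block, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Each contrast covered 11575 genes. Between PAX7+ progenitor/myoblast-like and Pax3+ progenitor-like cells, 329 genes differed, 246 higher and 83 lower in PAX7+ cells. Between myocyte-like and PAX7+ cells 4671 genes differed, 2270 higher and 2401 lower, and between myocyte-like and Pax3+ cells 2558 genes, 1330 higher and 1228 lower in myocyte-like cells. The subtypes were clustered from the same counts, so these numbers also hold the genes that made the clusters. Both Pax3+ and PAX7+ cells were present in 3 libraries, E18-DZ, E21-ZZ and E21-DZ, each with 30 or fewer cells of one of the subtypes. E18-ZZ and the E28 libraries enter that contrast only by way of myocyte-like cells. Dropping the library block moved the number of genes of the first contrast most, to 1398 genes, where 285 of the 305 genes of the blocked test that were tested again had the same direction. Of the genes of Table S3, 1506 (88.5%) had between Pax3+ progenitor-like and myocyte-like cells the direction of their own published values for Pax3+ progenitors and myocytes. The published gene clusters were chosen from these same libraries, so tests on them are not independent evidence.

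**Figure D4:**
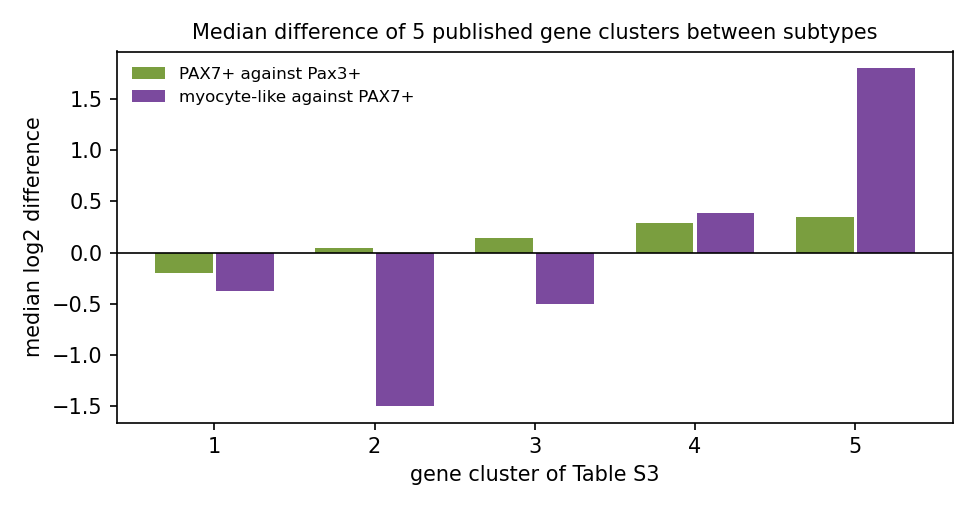
Median log2 difference of the genes of each of the 5 gene clusters of Table S3, between PAX7+ progenitor/myoblast-like and Pax3+ progenitor-like cells and between myocyte-like and PAX7+ cells. Green bars are the first and purple bars the second contrast, and bars start at 0 and carry no error. Cluster 2 is at 0.04 and -1.495, and cluster 5 at 0.35 and 1.80.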

Genes in cluster 1, with the highest expression in Pax3^+^ progenitors, were gradually downregulated from the beginning of programming and were largely involved in the regulation of biological processes such as “ATP metabolic process” (e.g., *ACADS*, *ATIC*, and *MEIS1*) (Fig. 3B). 

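The 430 genes of cluster 1 had a median log2 difference of -0.20 between PAX7+ progenitor/myoblast-like and Pax3+ progenitor-like cells, with 24.0% of genes higher (camera, adjusted p = 3.923e-12), and of -0.38 between myocyte-like and PAX7+ cells (adjusted p = 6.243e-10). Under fry, which estimates the correlation between genes, the calls of camera held except those of clusters 2 and 3 between PAX7+ and Pax3+ cells and of cluster 3 between myocyte-like and Pax3+ cells, at an adjusted p of 0.05118 each. Between myocyte-like and Pax3+ progenitor-like cells, MEIS1 (chromosome 3, 75485024 to 75625855) was lower, with a log2 fold change of -1.09 (standard error 0.183, adjusted p = 4.709e-05 from edgeR's quasi-likelihood test), in 4 of 4 libraries. ATIC (chromosome 15, 117617584 to 117649063) was at -0.72 (standard error 0.192, adjusted p = 0.006662 from edgeR's test), lower in 4 of 4. ACADS (chromosome 14, 40642810 to 40656922) was at -0.83 and lower in 3 of 4 libraries, which did not pass the adjustment (standard error 0.305, adjusted p = 0.05261 from edgeR's test).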

Subsequently, gene clusters 2 and 3 were transiently upregulated but finally downregulated, representing two temporary transcriptional waves. 

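Cluster 2, with 409 genes, had a median log2 difference of 0.04 between PAX7+ and Pax3+ cells (camera, adjusted p = 0.02962), with 53.5% of its genes higher in PAX7+ cells, and cluster 3, with 246 genes, of 0.14 (adjusted p = 5.657e-06), with 65.4% higher. Between myocyte-like and PAX7+ cells the medians were -1.495 for cluster 2 (adjusted p = 6.224e-56) and -0.51 for cluster 3 (adjusted p = 2.119e-13). At a mitochondrial limit of 5%, with the cells clustered and named again, the medians of clusters 2 and 3 between PAX7+ and Pax3+ cells were -0.08 and -0.09.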

Cluster 2 genes highly expressed in myogenic progenitors were involved in “mitotic cell cycle process” (e.g., *PCLAF*, *CENPA*, and *HMGB2*) indicating the strongest proliferation capacity of myogenic progenitors during myogenesis. 

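All 3 genes were lower in myocyte-like than in PAX7+ progenitor/myoblast-like cells in 5 of 5 libraries. CENPA (chromosome 3, 112263912 to 112272638) had a log2 fold change of -4.06 (standard error 0.24, adjusted p = 1.034e-13 from edgeR's quasi-likelihood test), PCLAF (chromosome 1, 107659509 to 107669477) of -3.05 (standard error 0.173, adjusted p = 4.409e-14) and HMGB2 (chromosome 14, 16709966 to 16712288) of -2.92 (standard error 0.112, adjusted p = 9.227e-18). At a mitochondrial limit of 5%, with the cells clustered and named again, these values were 2.24, 1.25 and 1.63. The subtypes need not hold the same cells there, so the change of sign can come from the naming. The mean CPM of PCLAF was 189.3 ± 47.9 (SD, n = 6) in Pax3+ progenitor-like and 119.2 ± 42.5 (SD, n = 5) in PAX7+ cells, and that of CENPA 27.6 ± 10.8 and 40.7 ± 8.42. From the functions of cluster 2 the paper reasons that myogenic progenitors have the strongest capacity to proliferate.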

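HEY1 (chromosome 4, 56859640 to 56863807) had 15.7 ± 4.14 (SD, n = 6) CPM in Pax3+ progenitor-like, 64.3 ± 29.8 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 8.48 ± 5.90 (SD, n = 6) in myocyte-like cells. Its log2 fold change was 1.29 between PAX7+ and Pax3+ cells, higher in 3 of 3 libraries but not past the adjustment (standard error 0.375, adjusted p = 0.06055 from edgeR's quasi-likelihood test), and -2.77 between myocyte-like and PAX7+ cells, lower in 5 of 5 (adjusted p = 1.252e-13). HES1 (chromosome 13, 131135970 to 131137865) changed towards myocyte-like cells by -1.35, lower in 5 of 5 libraries (adjusted p = 7.733e-07 from edgeR's test). Between PAX7+ and Pax3+ cells it did not pass the adjustment, at 0.49 (adjusted p = 0.5932 from edgeR's test). At a mitochondrial limit of 5%, with the subtypes clustered and named again, HEY1 was at -0.74 in the first contrast.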

Cluster 3 genes highly expressed in myogenic progenitors and myoblasts are involved in “extracellular matrix” and “response to growth factor” (e.g., *HES1*, *HEY1*, and *SIX1*) (Fig. 3B). 

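The 153 genes of cluster 4 had a median log2 difference of 0.29 between PAX7+ and Pax3+ cells (camera, adjusted p = 6.082e-17) and of 0.39 between myocyte-like and PAX7+ cells (adjusted p = 3.705e-14). FOS (chromosome 7, 98449508 to 98451971) was higher by 1.06 on the log2 scale in the first contrast (standard error 0.216, adjusted p = 0.003868 from edgeR's quasi-likelihood test; 3 of 3 libraries) and by 0.60 in the second (adjusted p = 0.001774; 5 of 5). TCF12 (chromosome 1, 114682299 to 115056363) did not differ in the first, at 0.03 (adjusted p = 0.9818 from edgeR's test), and was higher in myocyte-like cells by 0.37 (adjusted p = 0.01438 from edgeR's test; 5 of 5). FOS is also among the genes that dissociation of tissue induces, and 29 such genes had a median log2 difference of 0.39 between PAX7+ and Pax3+ cells, at percentile 100.0 of 10000 random lists of matched expression. At a mitochondrial limit of 5%, with the subtypes clustered and named again, FOS was at -0.74 in the first contrast.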

Concurrent with cluster 3 activation, cluster 4 genes highly expressed in myoblasts and myocytes were upregulated and maintained at high expression levels until the final stage with enrichment of the GO terms “response to endogenous stimulus” and “striated muscle tissue development” (e.g., *TCF12*, *FOS*, and *EGR1*). Finally, cluster 5 genes were activated at the end of the trajectory with predominant involvement in the GO term “muscle cell differentiation” (e.g., *KLF2*, *RHOB*, and *SOX6*) (Fig. 3B). These data illustrated the trajectory of myogenic differentiation and revealed the ordered activation of transcriptional waves throughout this process.

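Cluster 5, with 463 genes, had a median log2 difference of 0.35 between PAX7+ and Pax3+ cells (camera, adjusted p = 1.465e-20) and of 1.80 between myocyte-like and PAX7+ cells (adjusted p = 5.863e-87). KLF2 (chromosome 2, 61270733 to 61273037) was higher in myocyte-like than PAX7+ cells in 5 of 5 libraries, by a log2 fold change of 2.07 (standard error 0.182, adjusted p = 3.964e-10 from edgeR's quasi-likelihood test). With each library left out in turn it stayed between 1.82 and 2.27.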

**Fig. 3:**
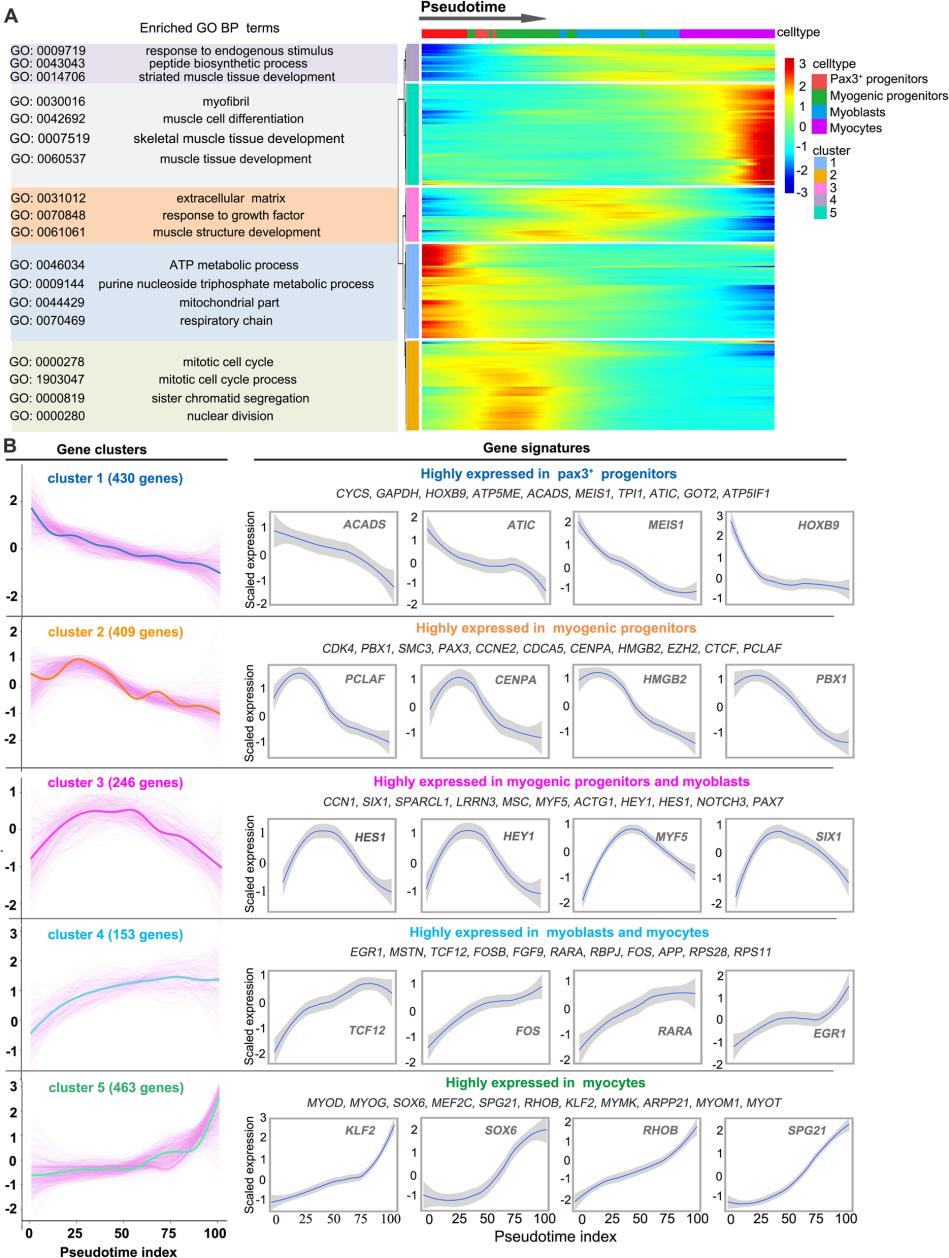
Transcriptome dynamics of the myogenic differentiation. **A** Heatmap showing the expression changes of the 1700 top differentially expressed genes (DEGs) in a pseudotemporal order, with the DEGs, were cataloged into 5 five major clusters in characterized patterns (right). The GO analysis was performed for each gene cluster, and the representative enriched biological process (BP) terms are presented (left). **B** The expression dynamics of DEGs in gene clusters. Thick lines indicate the average gene expression patterns in each cluster (left). Gene signatures and expression dynamics of representative genes in each gene cluster (right)

### Single-cell chromatin accessibility profiling of pig skeletal muscle ontogeny

To further investigate the regulatory events in developing myogenic cells, the single-cell chromatin accessibility landscape was analyzed (Additional file 1: Figure S4A-C). Using a shared nearest neighbor (SNN) modularity optimization-based clustering algorithm, we obtained 15 distinct clusters of differentially accessible peaks (Additional file 5: Table S4 and Additional file 1: Figure S4D). Clusters 4 and 8 were annotated as myogenic cells for their high accessibility of marker genes associated with myogenic lineage (Figure. S4E, F). Then, the myogenic cells were further divided into 7 distinct sub-clusters with increased resolution (Fig. 4A).

**Fig. 4:**
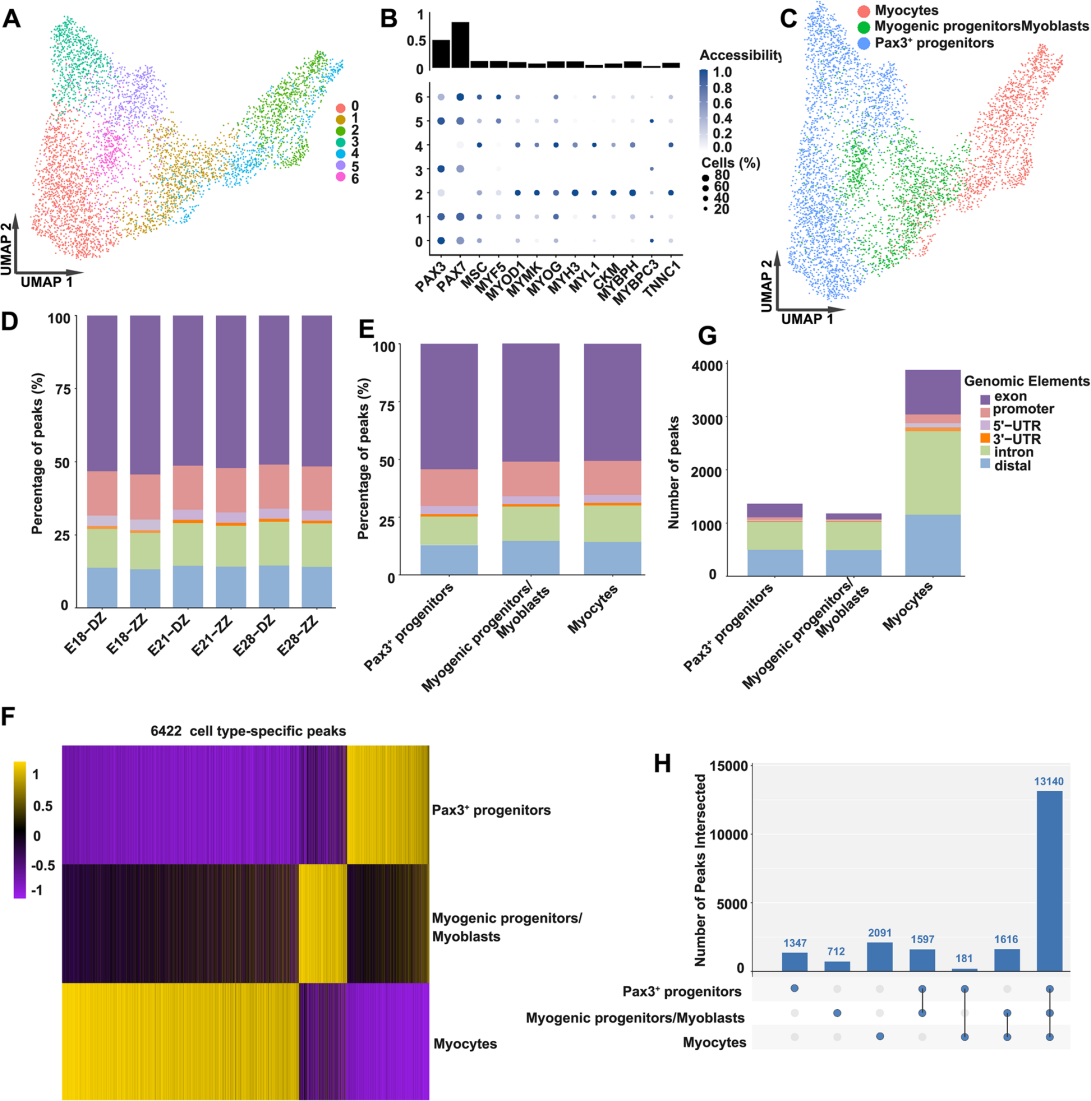
Single-cell chromatin accessibility analysis of pig myogenic cells. **A** The myogenic cells in the scATAC-seq dataset are shown in the Uniform Manifold Approximation and Projection (UMAP) space, colored by cluster. **B** Top: Bar plot showing the average accessibility of 13 selected marker genes from our scRNA-seq data considering all myogenic cells. Bottom: dot plot of the standardized accessibility of the marker genes (gene body ± 2 kb) in each of the seven clusters. For each gene, the minimum accessibility value is subtracted, and the result is divided by its maximum accessibility value. The dot size indicates the percentage of cells in each cluster in which the gene of interest is accessible. The standardized accessibility level is indicated by color intensity. **C** UMAP visualization of the myogenic cells in the scATAC-seq dataset, colored by cell identity. **D** Percentage distribution of open chromatin elements in each scATAC-seq sample. **E** Percentage distribution of open chromatin elements in scATAC-seq myogenic cell types. **F** Heatmap showing cell type-specific differentially accessible peaks (DAPs) (yellow: open chromatin, purple: closed chromatin). **G** Distribution of open chromatin elements among DAPs in myogenic cell types. **H** Number of shared and unique peaks among snATAC-seq cell types

To explore the chromatin accessibility profiles across the seven clusters, we examined the accessibility of selected marker genes from our scRNA-seq data (Fig. 4B). In clusters 2 and 4, we observed greater accessibility of marker genes associated with myocytes (e.g., *MYOG*, *MYH3*, *MYL1*, and *CKM*) and lower accessibility of genes associated with progenitor cells (e.g., *PAX3* and *PAX7*) (Additional file 6: Table S5 and Fig. 4B). In contrast, cells in clusters 0, 3, and 5 showed greater accessibility for marker genes of progenitor cells and lower accessibility for marker genes of myocytes. Clusters 1 and 6 had mixed signatures, with greater accessibility of *PAX7*, *MSC*, *MYF5*, and *MYOG*. Based on these observations, we manually annotated the seven clusters as Pax3+ progenitors, myogenic progenitors/myoblasts, and myocytes (Fig. 4C).

To characterize different genomic elements captured by scATAC-seq data, the genome was stratified into promoters, exons, 5′ and 3′ untranslated regions, introns, and distal regions using the GENCODE annotation [30] (Additional file 1: Figure S5A, B). There was little difference in the proportions of different regions between samples or cell types, with exons accounting for about 50%, promoters, introns, and distal regions accounting for about 15% each, and 5′ and 3′ untranslated regions accounting for about 5% (Fig. 4D, E). To study the open chromatin heterogeneity across cell types and developmental stages, we derived a cell type-specific chromatin accessibility landscape by conducting pairwise Fisher’s exact test for each peak between every cluster. In total, we identified 6422 differentially accessible open chromatin peaks (DAPs) across the 3 cell types, which separated the three cell types perfectly (Additional file 7: Table S6 and Fig. 4F). Among these peaks, most were in regions characterized as distal elements or introns, while relatively few (<10%) were in the promoters or 5′ and 3′ untranslated regions (Fig. 4G and Additional file 1: Figure S5C), indicating a critical role for enhancer elements in skeletal muscle development. In addition to the cell type-specific peaks, some cell type-independent open chromatin areas (present across Pax3^+^ progenitors, myogenic progenitors/myoblasts, and myocytes) also were found, likely consisting of basal housekeeping genes and regulatory elements (Fig. 4H). The overlapping peaks between Pax3^+^ progenitors and myogenic progenitors/myoblasts, and between myogenic progenitors/myoblasts and myocytes, were more than that between Pax3^+^ progenitors and Myocytes, which is consistent with their biological similarities and differentiation process (Fig. 4H). The common peaks of the three cell types were much more than those of the other groups, revealing their close lineage relationship.

### Cell type-specific gene regulatory landscape of embryonic skeletal muscle in pigs

Cell type-specific chromatin opening and closing events associated with TF binding changes establish the cell type-specific regulatory landscape, resulting in cell-type specification and development. Therefore, the motif enrichment analysis was performed on the cell type-specific open chromatin regions using 10× Genomics. The full list of cell type-specific TF binding motifs is shown in Additional file 8: Table S7. We next correlated the motif enrichment with scRNA-seq TF expression (Additional file 9: Table S8). Using this combined motif enrichment and gene expression approach, the pig skeletal muscle cell type-specific TF landscape was defined (Fig. 5A, B). 

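Of the pairs of RNA level and accessibility of the binding sites of a transcription factor, the RNA level was computed from the summed UMI counts, and the accessibility was not analysed here. Between myocyte-like and Pax3+ progenitor-like cells, MEIS2 (chromosome 1, 134013642 to 134223013) was lower in 4 of 4 libraries, with a log2 fold change of -0.93 (standard error 0.275, adjusted p = 0.01495 from edgeR's quasi-likelihood test). ARID3A (chromosome 2, 77428618 to 77464916) at -0.10, HOXB4 at -0.12 and HOXD4 at -0.79 did not pass the adjustment within libraries (adjusted p = 0.8375, 0.9209 and 0.2537 from edgeR's test). ARID3A and HOXB4 were each higher in myocyte-like cells in 3 of 4 libraries, and HOXD4 was lower in 3 of 4. HOXB4 had 85 UMIs in all Pax3+ progenitor-like and 25 in all myocyte-like cells. Without the library block, ARID3A was at -1.22 and HOXB4 at -1.70. MEIS1 was at 136.2 ± 39.2 (SD, n = 6) CPM in Pax3+ and 52.9 ± 37.3 (SD, n = 6) in myocyte-like cells. SOX6 (chromosome 2, 42447391 to 43068824) was higher in myocyte-like cells by 1.85 (standard error 0.599, adjusted p = 0.02578 from edgeR's test; 3 of 4 libraries).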

Correlation of RNA expression and chromatin accessibility in individual single cells revealed two characteristic patterns of ATAC–RNA pairs: (i) RNA expression of TFs directly matches accessibility of corresponding TF bindings sites as exemplified for *ARID3A*, *MEIS2*, *MEIS1*, *HOXB4*, and *HOXD4* in Pax3^+^ progenitors, and *MYOG*, *MYOD1*, *KLF2*, and *SOX6* in myocytes, suggesting that these TFs actively regulate their respective target genes at the specific developmental stage; (ii) RNA expression of TFs precedes the increase in accessibility of the corresponding TF binding sites. This scenario was apparent for *MYF6*, *MYF5*, *SNAI1*, and *TGIF1*, which reached their highest expression levels in myogenic progenitors/myoblasts but showed the strongest motif enrichment in myocytes, suggesting that additional epigenetic regulation could occur before TFs take action (Fig. 5A, B).

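MYF5 (chromosome 5, 100753440 to 100755558) had its highest level in PAX7+ progenitor/myoblast-like cells, at 457.7 ± 208.6 (SD, n = 5) CPM, against 202 ± 68.2 (SD, n = 6) in myocyte-like and 87.1 ± 74.6 (SD, n = 6) in Pax3+ progenitor-like cells. MYF6 (chromosome 5, 100762918 to 100764771) was at 31.8 ± 23.6 (SD, n = 5) CPM in PAX7+ and 97.7 ± 68.6 (SD, n = 6) in myocyte-like cells. It was higher in PAX7+ than in myocyte-like cells at E28, at 27.8 against 24.8 in ZZ and 70.6 against 53.9 in DZ. In the other 3 libraries with both subtypes it was lower in PAX7+ cells, at 10.8 against 178.5 in E18-DZ, from 2 UMIs in PAX7+ cells, and at E21 at 34.1 against 81.3 in ZZ and 15.6 against 60.4 in DZ. TGIF1 (chromosome 6, 103226395 to 103234591) differed by -0.36 on the log2 scale between PAX7+ and Pax3+ cells and by 0.06 between myocyte-like and PAX7+ cells, neither past the adjustment (adjusted p = 0.7059 and 0.7799 from edgeR's quasi-likelihood test). SNAI1 (chromosome 17, 51546446 to 51552498) differed by 0.10 and 0.21 (adjusted p = 0.9642 and 0.2514 from edgeR's test).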

**Fig. 5:**
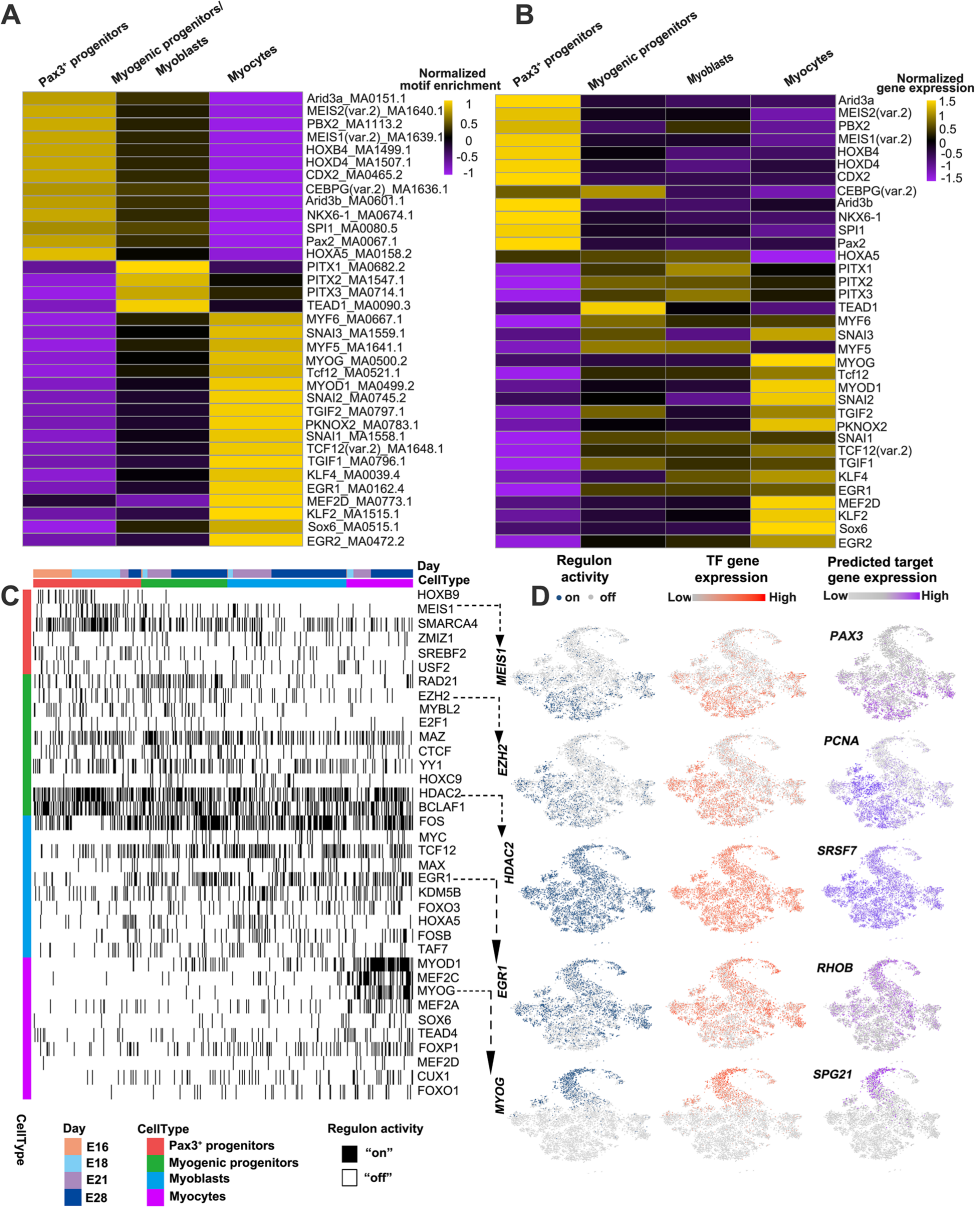
Cell type-specific gene regulatory landscape of pig embryonic skeletal muscle. **A** Heatmap showing motif enrichment analysis on the cell type-specific open chromatin regions using 10× Genomics (full results are shown in Additional file 7: Table S6). **B** TF expression *z* score heatmap that corresponding to the motif enrichment in each cell type. **C** Heatmap of cell type-specific regulons, as inferred by the SCENIC algorithm. Regulon activity was binarized to “on” (black) or “off” (white). **D** tSNE depiction of regulon activity (“on-blue”, “off-gray”), TF gene expression (red scale), and expression of predicted target genes (purple scale) of exemplary regulons for Pax3+ progenitors (*MEIS1*), myogenic progenitors (EZH2 and HDAC2), myoblasts (*EGR1*), and myocytes (*MYOG*). Examples of target gene expression of the TFs (*PAX3*, *PCNA*, SRSF7, *RHOB*, and *SPG21*) are shown in purple scale. Additional examples are given in Figure S6. The full list of regulons and their respective predicted target genes can be found in Additional file 11: Table S10

To study the putative target genes of TFs, single-cell regulatory network inference and clustering (SCENIC) was performed to examine TF regulon activity [31]. The activity of each regulon in each cell was quantified and then binarized to “on” or “off” based on activity distribution across cells. The SCENIC results indicated strong enrichment of *HOXB9* and *MEIS1* regulon activity in Pax3^+^ progenitors; *RAD21*, *EZH2*, and *CTCF* activity in myogenic progenitors; *TCF12*, *EGR1*, and *FOSB* activity in myoblasts; and *MYOD1*, *MEF2C*, *MYOG*, and *SOX6* activity in myocytes (Additional file 10: Table S9 and Fig. 5C). Although the activity of *MEF2*A and *MEF2D*, which belong to the same family as *MEF2C*, was elevated in myocytes, it was not as significant as *MEF2C*, indicating that they did not play a leading role in myogenesis. SCENIC also successfully inferred multiple downstream target genes. The complete list of regulons and their respective predicted target genes can be found in Additional file 11: Table S10. The scaled and binarized regulon activity is available in Additional file 12: Table S11. Examples of regulon activity, corresponding TF expression, and predicted target gene expression are depicted in Fig. 5D and Additional file 1: Figure S6A. TFs such as *SOX6*, *TEAD4*, and *FOXO1* were predicted as targets of skeletal muscle-specific TF *MYOG*, and *FOS* was predicted as a target of *FOSB*, indicating a critical transcriptional hierarchy of skeletal muscle development. Corresponding chromatin accessibility in scATAC data for these TFs and predicted target genes are shown in Figure. S6B.

### Chromatin dynamics of Pax3^+^ progenitor differentiation

The pseudotime trajectory in the scATAC-seq dataset was evaluated, which resulted in a similar cellular differentiation trajectory to scRNA-seq dataset (Fig. 6A). We integrated the scRNA-seq and scATAC-seq datasets to correlate and cross-validate gene expression profiles and the chromatin accessibility landscape in the myogenic cells using the Harmony algorithm [32]. The coembedded Uniform Manifold Approximation and Projection (UMAP) plots with cell type assignment for the scATAC-seq and scRNA-seq data suggested that the changes in chromatin accessibility and corresponding gene transcript expression in most myocytes occurred in a synchronous manner, whereas in other cell types, it was not fully synchronized, suggesting that other regulation is involved (Fig. 6B, C). Correlations between cell types of scATAC-seq and scRNA-seq cell types were computed with scRNA-seq variable genes (Fig. 6D). These results obtained from two independent approaches demonstrate that our two datasets are highly concordant and cross-validated.

**Fig. 6:**
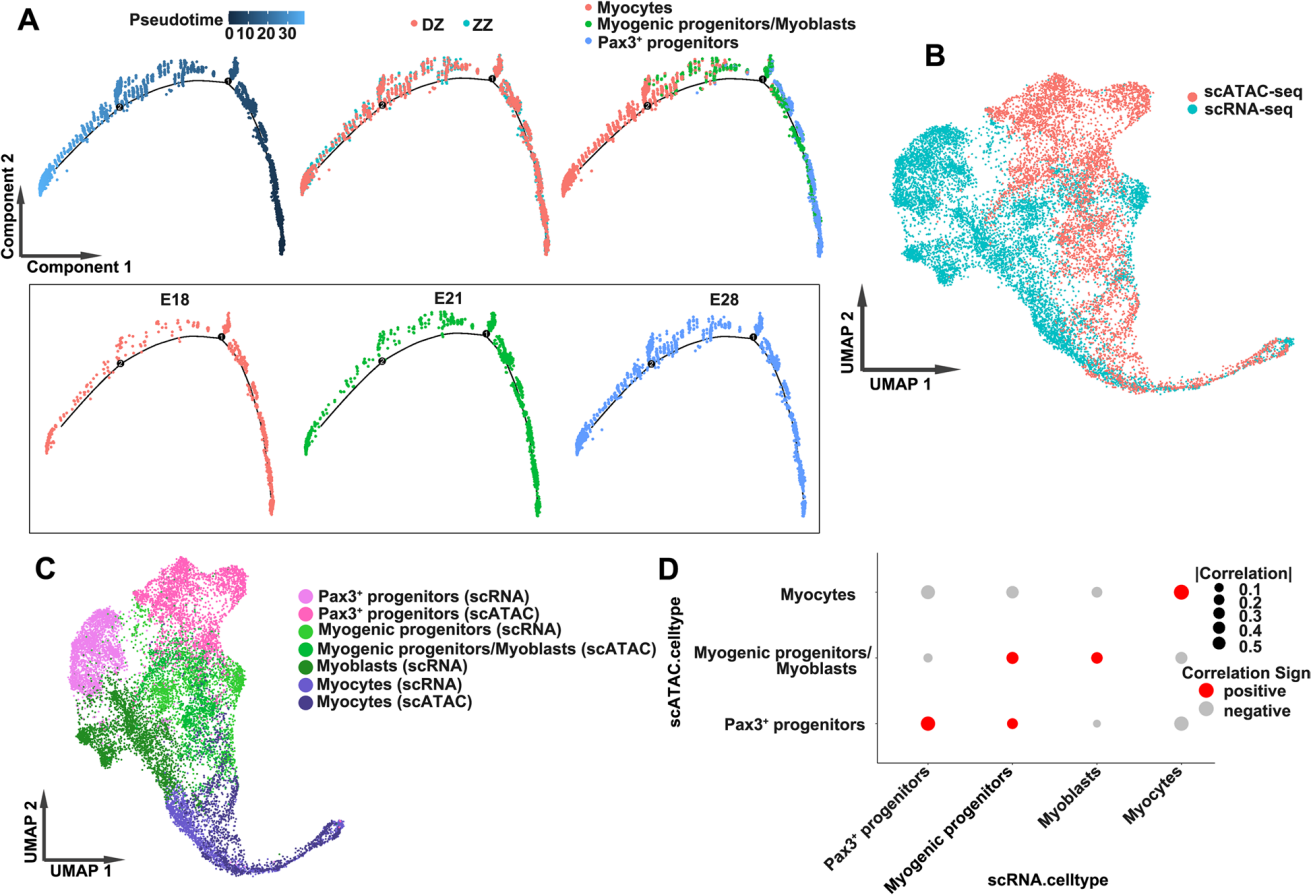
Integrated analysis of scATAC-seq and scRNA-seq data. **A** The pseudotime trajectory in the scATAC-seq dataset. **B** UMAP representation of scATAC-scRNA integration results. Cells are colored by technology (scATAC=red, scRNA=blue). **C** UMAP representation of scATAC-scRNA integration results. Cells are colored by cell type assignment. **D** Dot plot showing scATAC-scRNA integration cell type assignment using confusion matrix. Each column represents the original cell type assignment of scRNA-seq data, and each row represents the cell type assignment predicted after integration with scATAC-seq data. The size of the dots represents the absolute value of the correlation, and the red and gray dots represent the positive and negative correlations, respectively

We next performed pseudotime ordering of the chromatin accessibility-based TF motif enrichment of individual cells and correlated changes of the TF motif patterns with TF expression (Fig. 7A, B). To this end, we also investigated TFs and target genes differentially expressed over scRNA-seq pseudotime. We noticed good concordance of time-dependent changes in TF and predicted target gene expression along with motif enrichment, suggesting that a set of TFs cooperatively regulates myogenic differentiation (Fig. 7C and Additional file 1: Figure S7).

**Fig. 7:**
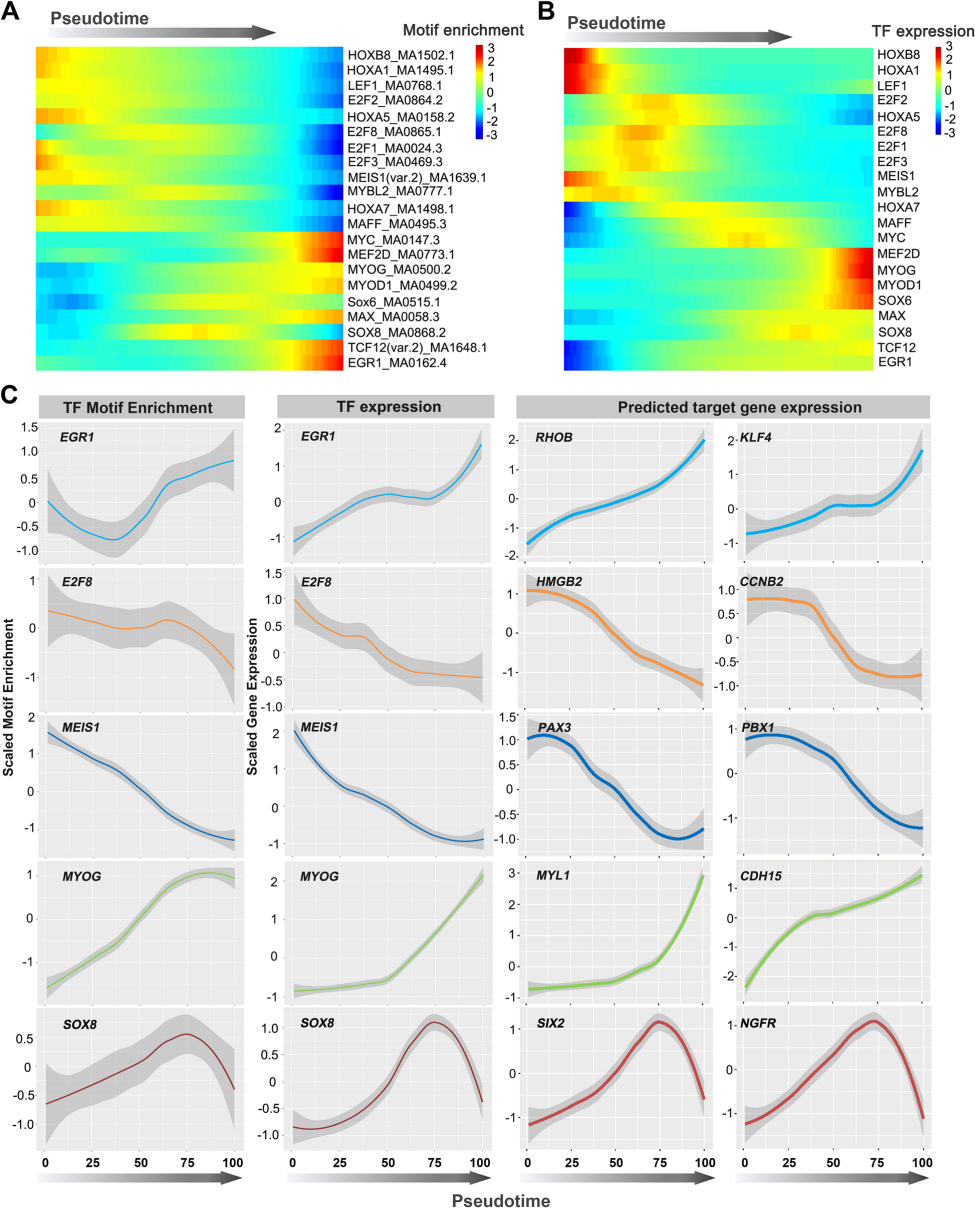
Activity and RNA expression dynamics of TFs along the pseudotime trajectory. **A** Heatmap showing the activity of TFs along the differentiation trajectory. **B** TF expression heatmap corresponding to the motif enrichment along the differentiation trajectory. **C** Pseudotime-dependent chromatin accessibility and gene expression changes along the myogenic lineages. The first column shows the dynamics of the 10× Genomics TF enrichment score. The second column shows the dynamics of TF gene expression values, and the third and fourth columns represent the dynamics of SCENIC-reported target gene expression values of corresponding TFs. Error bars denote 95% confidence intervals of local polynomial regression fitting. Additional examples are given in Additional file 1: Figure S7

### EGR1 and RHOB play critical roles in myogenesis

Although the roles of several identified TFs in myoblast specification and differentiation have been established, the expression and functions of many other genes that present specific expression profiles over scRNA-seq pseudotime have not been well studied. In consideration of the possibility that pig is used as a model of muscle disease in the future, and in order to identify the conserved functional genes related to muscle development among mammals, we compared the expression of these genes in skeletal muscle from wild-type and Duchenne muscular dystrophy (DMD) mice using an RNA-Seq dataset (GSE162455). Consistent with the patterns of classical myogenic genes, most of the genes upregulated along the pseudotime trajectory were expressed at higher levels in DMD mice than that in wild-type mice (Additional file 4: Table S3 and Additional file 1: Figure S8A, B), suggesting that these genes may be induced by muscle regeneration in muscular dystrophy mice and play an important role in myogenesis. The expression levels of genes downregulated along the pseudotime trajectory were also downregulated in DMD mice, suggesting that they are involved in muscular dystrophy and may not contribute to terminal myoblast differentiation (Additional file 4: Table S3 and Additional file 1: Figure S8C). The scRNA analysis highlighted that the expression of *EGR1* and its predicted target gene *RHOB* gradually increased along the pseudotime trajectory, and scATAC analysis showed that *EGR1* reached its strongest motif enrichment in myocytes (Fig. 7C). 

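EGR1 (chromosome 2, 140440829 to 140445302) was at 84.9 ± 49.4 (SD, n = 6) CPM in Pax3+ progenitor-like, 182.3 ± 113 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 351.6 ± 100.5 (SD, n = 6) in myocyte-like cells. The log2 fold change was 1.58 between PAX7+ and Pax3+ cells (standard error 0.353, adjusted p = 0.00947 from edgeR's quasi-likelihood test; higher in 2 of 3 libraries) and 1.03 between myocyte-like and PAX7+ cells (standard error 0.201, adjusted p = 0.0001613; 5 of 5). RHOB (chromosome 3, 117773400 to 117777569) was higher by 0.39 in the first contrast, not past the adjustment (standard error 0.203, adjusted p = 0.4465 from edgeR's test), and by 1.15 in the second (standard error 0.117, adjusted p = 6.11e-09; 5 of 5). At a mitochondrial limit of 5%, with the subtypes clustered and named again, EGR1 was at -0.35 in the first contrast.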

The peaks in the vicinity of *EGR1* and *RHOB*, which were located at +3979 bp and +11,950 bp of the *EGR1* and *RHOB* transcriptional start sites (TSSs) respectively, were the most accessible in myocytes (Additional file 1: Figure S9). Based on gene expression correlation and binding motif analysis, we identified a total of 215 high-confidence annotated TF-target pairs between 12 TFs and 75 target genes, and constructed a putative gene regulatory network associated with skeletal muscle development (Fig. 8A). Among them, the number of links between transcription factor EGR1 and myogenesis-related target genes is second only to the classical myogenic transcription factor MYOD1 (Fig. 8B). RHOB is an important regulator of cell and tissue morphology and function, acting mainly through the cellular cytoskeleton [33, 34]. A few studies have revealed that RHOB is a key mediator during diverse cellular and physiological processes like cell division, cell migration in smooth muscle cells [35, 36]. Totally, we speculated that EGR1 and RHOB are likely to play positive roles during myogenic differentiation in pigs, so they were selected for in vitro functional validation.

**Fig. 8:**
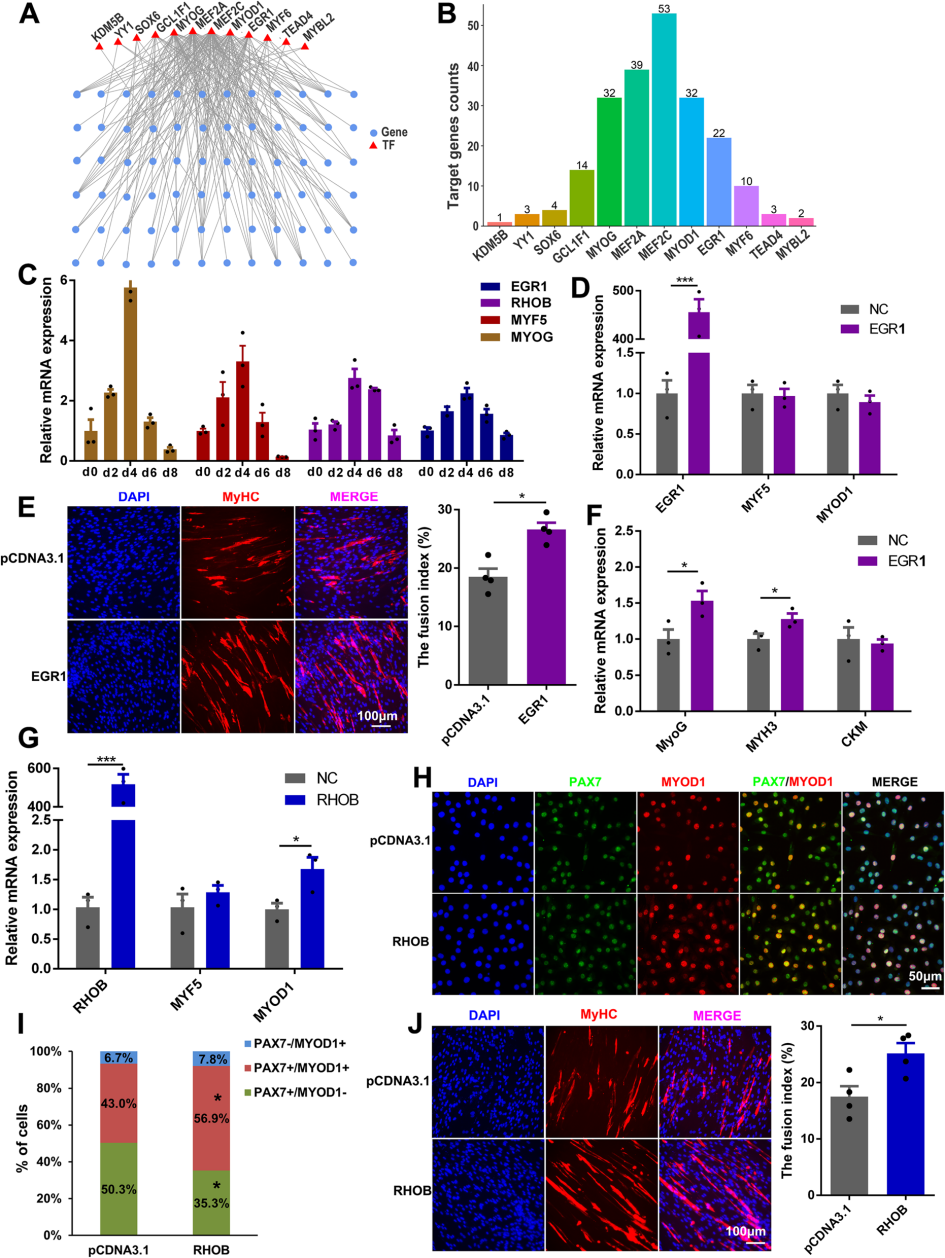
Functional analysis of *EGR1* and *RHOB* in myogenesis. **A** To explore the connection network between TFs and targets in skeletal muscle development, 172 genes associated with muscle development (http://wiki.geneontology.org/index.php/Muscle biology) were extracted as target genes. Then, 215 high-confidence annotation TF-target pairs were selected from regulon activity network to construct the regulatory network. **B** Target genes counts of TFs. **C** The mRNA levels of *EGR1*, *RHOB*, and myogenic markers during the differentiation of pig primary myogenic cells (PPMCs) at several indicated time points. When the cells were cultured in growth medium (GM) at sub-confluent density, it was defined as day 0 (day 0); when the cells reached 100% confluence, GM was changed to differentiation medium (DM). **D** The mRNA levels of *EGR1*, *Myf5*, and *MyoD* in proliferating C2C12 cells at 36 h after transfection with the pcDNA3.1-EGR1 vector. **E** Immunofluorescence staining for MyHC in PPMCs after transfection with the pcDNA3.1-EGR1 vector and differentiation induction for 5 days. The fusion index (the percentage of nuclei in fused myotubes out of the total nuclei) was calculated. **F** The mRNA levels of myogenic differentiation markers in C2C12 cells after transfection with the pcDNA3.1-EGR1 vector and induction of differentiation for 3 days. **G** The mRNA levels of *RHOB*, *Myf5*, and *MyoD*1 in proliferating C2C12 cells at 36 h after transfection with the pcDNA3.1-RHOB vector. **H** Immunofluorescence co-staining for Pax7 and MyoD in C2C12 cells transfected with the pcDNA3.1-EGR1 vector and cultured in growth medium for 36 h. **I** Statistical analysis was performed to quantify the percentages of the three myogenic cell populations. **J** Immunofluorescence staining for MyHC in PPMCs after transfection with the pcDNA3.1-RHOB vector and induced differentiation for 5 days. The fusion index was calculated. *P < 0.05, **P < 0.01, ***P < 0.001

To confirm the dynamic expression of *EGR1* and *RHOB* during myogenic differentiation, quantitative PCR (qPCR) was performed on porcine primary myogenic cells (PPMCs) at several differentiation points (day 0, day 2, day 4, day 6, and day 8). It was found that EGR1 and RHOB had the same expression pattern as the well-known myogenic differentiation makers (Fig. 8C). To validate the effect of *EGR1* and *RHOB* on myogenesis progression, they were overexpressed in PPMCs and mouse C2C12 myoblasts. Ethynyl-2′-deoxyuridine (EdU) incorporation and immunofluorescence assays showed that *EGR1* overexpression did not influence cell proliferation but promoted myogenic differentiation, inducing a significant increase in the fusion index (Fig. 8D, E, and Additional file 1: Figure S10). In line with this, the expression of myogenic differentiation markers increased when *EGR1* was overexpressed (Fig. 8F). Consistent with *EGR1*, *RHOB* overexpression did not change the proliferation ability of myoblasts, but the expression level of *MYOD1* was significantly upregulated (Additional file 1: Figure S11A-C, and Fig. 8G). This prompted us to further verify whether *RHOB* regulates myoblast fate commitment. Immunofluorescence co-staining of PAX7 and MYOD showed that *RHOB* accelerated the transformation of PAX7^+^/MYOD^−^ myogenic progenitors into PAX7^+^/MYOD^+^ myoblasts (Fig. 8H, I). After induction of differentiation, the *RHOB* overexpression group formed more myotubes with a significantly increased the fusion index (Fig. 8J, and Additional file 1: Figure S11D). These findings revealed that *EGR1* and *RHOB* are critical regulators of pig embryonic myogenesis.

### Cell–cell communications

To predict the cellular communications involved in pig skeletal muscle ontogeny, we evaluated the potential cell–cell interactions by using CellPhoneDB [37]. First, the cellular interactions between myogenic cells were analyzed, and it was found that the interactions involving Pax3^+^ progenitor were predicted to be more significant than those involving myogenic progenitor, myoblast, and myocyte (Fig. 9A). This result illustrated that the stronger the characteristics of stem cells, the greater the possibility of their interaction with other cells. Then, all somite cell populations, including mesenchymal cells, fibroblasts, epithelial cells, neural stem cells, osteogenic cells, neurons, neurogliacytes, endothelial cells, chondrocytes, and myogenic cells, were included in the analysis. Interestingly, the interaction between cells of the same cell type was weaker than that between different cell types. Myogenic cells tended to communicate with fibroblasts, osteogenic cells, chondrocytes, neurons, and endothelial cells. In myogenic cells, except for the stronger interaction between Pax3^+^ progenitors and other cells, the communication between myogenic progenitors, myoblasts, and myocytes was less (Fig. 9B). 

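In the summed counts, IGF1R (chromosome 1, 137383623 to 137691038) was at 21.9 ± 7.56 (SD, n = 6) CPM in Pax3+ progenitor-like, 23.5 ± 6.07 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 27.5 ± 6.16 (SD, n = 6) in myocyte-like cells, differences that lie within the spread of the libraries. IGF2R (chromosome 1, 7369485 to 7472480) was at 13.7 ± 7.44, 19.6 ± 3.36 and 28.5 ± 12.4 CPM. Levels of IGF2 were not computed.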

Among the identified interactions, many were related to IGF2 and the corresponding receptors IGF1R and IGF2R (Fig. 9C), which is consistent with the well-known roles of IGF signaling in skeletal muscle development [38]. 

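FGF9 (chromosome 11, 1554648 to 1581938) was at 34.8 ± 26.5 (SD, n = 6) CPM in myocyte-like, 17.3 ± 14.5 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 7.11 ± 7.12 (SD, n = 6) in Pax3+ progenitor-like cells. Of the 3 libraries with both PAX7+ and Pax3+ cells, FGF9 and FGFR1 were each higher in PAX7+ cells in 1. FGFR4 (chromosome 2, 80841536 to 80853791) was at 57.9 ± 50.0 in PAX7+ and 33.3 ± 26.3 in myocyte-like cells, and had 2 UMIs in all Pax3+ progenitor-like cells. FGFR1 (chromosome 15, 48053895 to 48106634) was at 61.1 ± 12.8 in Pax3+, 65.0 ± 10.2 in PAX7+ and 35.4 ± 16.7 in myocyte-like cells, and at 130.5 ± 26.3 (SD, n = 5) in chondrocyte-like cells.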

The myogenic cells showed a significant ligand–receptor interaction between FGF9 and its receptors FGFR4 and FGFR1 (Fig. 9C), underscoring its critical role in myogenic differentiation [39]. 

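ERBB3 (chromosome 5, 21474218 to 21495040) was at 1019 ± 184.6 (SD, n = 6) CPM in Pax3+ progenitor-like, 952.8 ± 192 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 1344 ± 284.7 (SD, n = 6) in myocyte-like cells. Within single libraries, ERBB3 was higher in PAX7+ than in Pax3+ cells in 3 of 3, and higher in myocyte-like than in Pax3+ cells in 4 of 4 and than in PAX7+ cells in 5 of 5. Outside the muscle lineage, counts of ERBB3 were between 503.8 ± 213.2 (SD, n = 7) in neuron-like and 1172 ± 309.7 (SD, n = 8) in erythroid-like cells. They were thus not limited to the lineage, without subtraction of free RNA from other cells. Whether all these classes express the gene was not tested. FN1 (chromosome 15, 117658158 to 117737145) was at 859.5 ± 911.7 (SD, n = 5) in chondrocyte-like, 456.4 ± 188.5 (SD, n = 6) in fibroblast-like and 29.0 ± 11.4 (SD, n = 6) in myocyte-like cells. CADM1 (chromosome 9, 42644487 to 42984934) was at 339.7 ± 114.6 (SD, n = 7) in neuron-like, 196.9 ± 109.7 (SD, n = 6) in Pax3+ progenitor-like and 83.1 ± 98.9 (SD, n = 5) in PAX7+ cells, with a range of 7.17 to 252.7 between libraries of the last.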

The cellular interactions between myogenic cells and non-myogenic cells were mainly related to CD74, IGF2, PTN, ERBB3, FN1, and CADM1 (Fig. 9D). ERBB3-NRG1 signal plays a critical role in sustainable myogenesis by restraining myogenic progenitors from precocious differentiation [40]. Because relatively little is known about some of these genes, the significance of these putative interactions requires further investigation. For example, in skeletal muscle, PTN is upregulated during myogenesis and postsynaptic induction [41], but little is known regarding its effects on muscle formation. 

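PTN (chromosome 18, 12219708 to 12309045) was at 1071 ± 846.9 (SD, n = 5) CPM in chondrocyte-like and 832.6 ± 783.3 (SD, n = 6) in fibroblast-like cells, and at 41.7 ± 26.8 (SD, n = 6) in myocyte-like cells. Its receptor PTPRS (chromosome 2, 73607815 to 73680685) was at 65.4 ± 25.2 (SD, n = 6) in Pax3+ progenitor-like, 53.9 ± 16.8 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 31.7 ± 18.3 (SD, n = 6) in myocyte-like cells. PTPRS was higher in PAX7+ than in myocyte-like cells of the same library in 5 of 5 libraries with both. The interaction scores were not computed.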

Interestingly, fibroblasts, osteoblasts, and chondrocytes communicate with Pax3^+^ progenitors, myogenic progenitors, and myoblasts via PTN-PTPRS interaction pair, but this cellular communication no longer exists in differentiated myocytes (Fig. 9D).

**Fig. 9:**
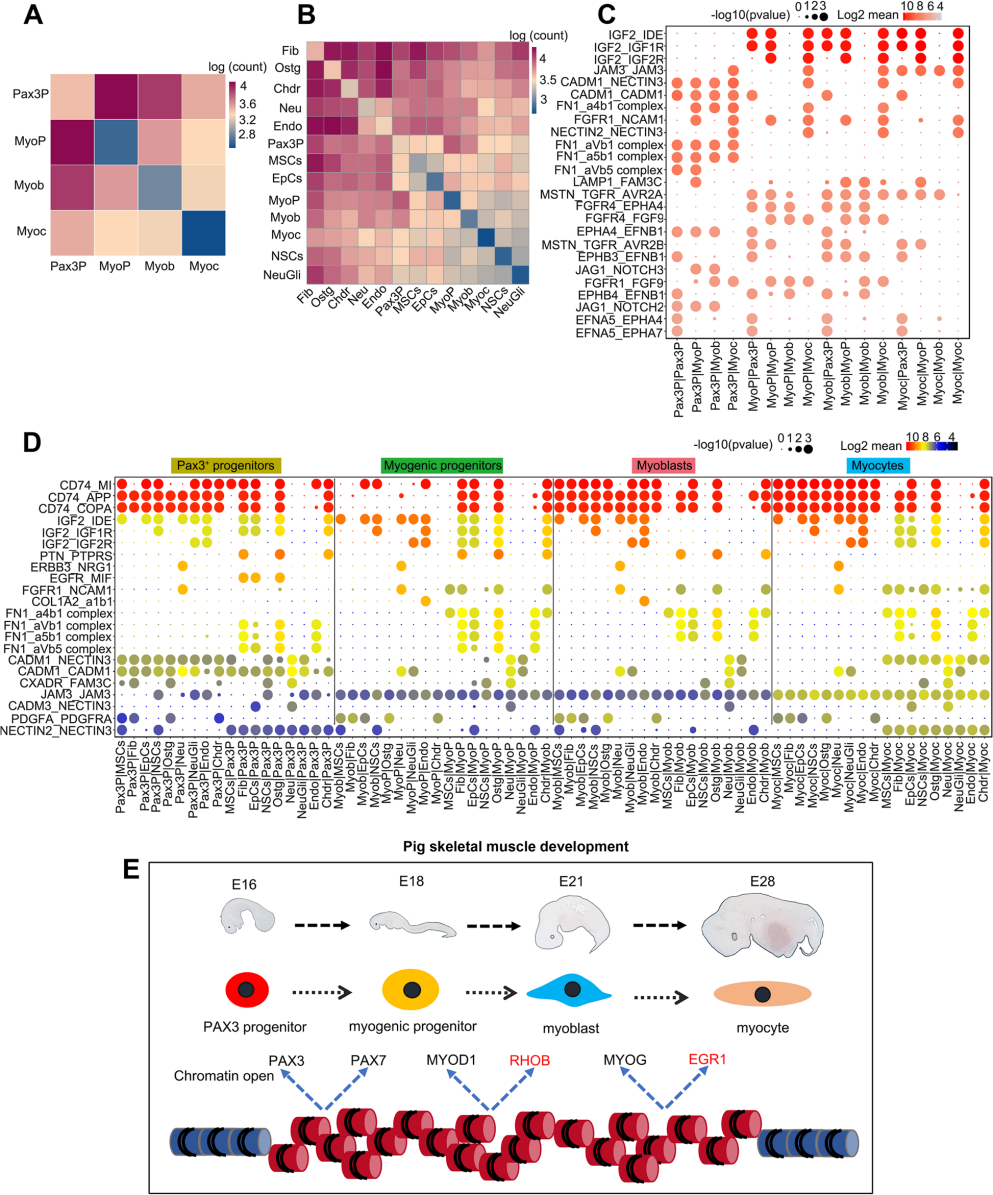
Cell–cell communication analysis in the developing pig somite. **A**, **B** Heatmaps showing the number of cell**–**cell interactions in the scRNA-seq dataset of myogenic cells (**A**) and all somite cells (**B**), as inferred by CellPhoneDB. Dark blue and dark red colors denote low and high numbers of cell**–**cell interactions, respectively. **C** CellPhoneDB-derived measures of cell**–**cell interaction scores and *p* values among myogenic cells. Each row shows a ligand**–**receptor pair, and each column shows the two interacting cell types binned by cell type. Columns are sub-ordered by first interacting cell type into Pax3+ progenitors, myogenic progenitors, myoblasts, and myocytes. The color scale denotes the mean values for all the interacting partners, where the mean value refers to the total mean of the individual partner average expression values in the interacting cell-type pairs. **D** CellPhoneDB-derived measures of cell**–**cell interaction scores and *p* values between myogenic cells and non-myogenic cells. Columns are sub-ordered by interacting myogenic cell type into Pax3+ progenitors, myogenic progenitors, myoblasts, and myocytes. **E** A diagram demonstrating the regulation of pig skeletal muscle ontogeny during embryonic development. In this model, during E16 to E 28, chromatin accessibility regulates the expression of classical and newly identified myogenic-related genes, which in turn promotes myogenic lineage fate determination and further myogenic differentiation

## Discussion

In the present study, we depicted the first gene expression and open chromatin maps in developing pig somites and myotomes at single-cell resolution. Using this dataset, we explored the regulatory dynamics along the myogenic differentiation trajectory and defined cell-type-specific regulatory networks. We also investigated key TFs for embryonic myogenesis and cell–cell interactions associated with skeletal muscle development. These results shed light on the upstream regulatory networks of pig skeletal muscle ontogeny.

The widespread changes and period specificity of gene expression precisely capture the transcriptional characteristics of myogenic differentiation. For example, genes involved in vital metabolic pathways, such as “ATP metabolic process” and “purine nucleoside triphosphate metabolic process”, had their highest expression levels at the beginning of the differentiation trajectory, revealing higher metabolic activity in progenitor cells [42, 43]. 

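Sub-clusters within PAX7+ progenitor/myoblast-like cells were compared in the 4 late libraries. Of 10136 genes tested by edgeR's quasi-likelihood test with the library as a block, 2698 differed between sub-cluster 0, mostly in G1 phase, and sub-clusters 3 and 4, mostly in S or G2M phase, with 1318 higher and 1380 lower in sub-cluster 0. Of the gene clusters of Table S3, cluster 2 had a median log2 difference of -1.10 between sub-cluster 0 and the other 2, with 367 of 409 genes past the threshold and lower, while the medians of the other 4 clusters lay between -0.13 and 0.27. The sub-clusters were formed from the same counts.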

The high expression of genes associated with “mitotic cell cycle” and “sister chromatid segregation” in myogenic progenitors indicated that these cells had the strongest proliferation activity during myogenesis, and they expand the pool of myogenic cells for the subsequent myofiber formation [44, 45]. The inactivation of cell cycle-related genes in myoblasts and myocytes coincided with cells exiting the cell cycle and beginning to differentiate [46]. Moreover, genes associated with “myofibril” and “muscle tissue development” were over-represented at the end of the differentiation trajectory, representing the skeletal muscle terminal differentiation processes [9, 47]. These observations suggest that distinct transcriptional programs and biological processes are activated or depressed at specific stages, which provides valuable clues for understanding their functions in skeletal muscle development.

During mammalian development, differences in chromatin state coincide with cellular differentiation and reflect changes in the gene regulatory landscape [48]. Our studies revealed a similar pattern between open chromatin information and gene expression when tracked with myogenic cell differentiation. 

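HOXB8 (chromosome 12, 24865985 to 24879706) was at 23.2 ± 17.5 (SD, n = 6) CPM in Pax3+ progenitor-like, 9.19 ± 7.19 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 5.98 ± 6.92 (SD, n = 6) in myocyte-like cells. Within the 4 libraries that hold both Pax3+ and myocyte-like cells, it did not pass the adjustment, with a log2 fold change of -0.67 (standard error 0.6, adjusted p = 0.48 from edgeR's quasi-likelihood test), lower in 2 of 4. In 3 of 3 libraries with both Pax3+ and PAX7+ cells, HOXB8 was lower in Pax3+ cells, at 9.60 against 16.1 CPM in E18-DZ, 6.79 against 16.0 in E21-ZZ and 7.08 against 10.1 in E21-DZ, with 3 or fewer UMIs in one of the subtypes each time. The fit went the other way, at -0.80 between PAX7+ and Pax3+ cells, not past the adjustment (standard error 0.632, adjusted p = 0.6969 from edgeR's test). Without the library block, HOXB8 was at -1.98 between myocyte-like and Pax3+ cells.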

The expression levels and motif enrichment of *HOXB8* and *HOXA1*, which are known regulators of smooth muscle or extraocular muscle differentiation [49, 50], gradually decreased along the pseudotime trajectory. Myogenic differentiation correlated with increased expression of *SOX6* and *SOX8*, among which, *SOX6* has been known to play important roles in myoblast differentiation [51]. This is the first report of *SOX8* in skeletal muscle development. 

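SOX8 (chromosome 3, 40825151 to 40830085) was higher in myocyte-like than in Pax3+ progenitor-like cells by a log2 fold change of 3.44 (standard error 1.124, adjusted p = 0.02743 from edgeR's quasi-likelihood test) in 3 of 4 libraries, with 5 UMIs in all Pax3+ progenitor-like cells. SOX6 was higher in myocyte-like than in PAX7+ progenitor/myoblast-like cells by 2.42 (standard error 0.222, adjusted p = 8.048e-10 from edgeR's test; 5 of 5 libraries).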

Numerous studies have reported that the MYC family of basic helix–loop–helix zipper (bHLHZ) transcription factors and their binding protein MAX control multiple cellular functions and are widely involved in oncogenesis [52, 53]. C-MYC inhibits myogenic differentiation by suppressing *MYOD1* expression [54]. 

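MYC (chromosome 4, 12455141 to 12460360) was at 16.7 ± 5.49 (SD, n = 6) CPM in Pax3+ progenitor-like, 44.2 ± 27.7 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 30.5 ± 27.0 (SD, n = 6) in myocyte-like cells. MAX (chromosome 7, 89142966 to 89168265) was at 41.8 ± 11.7, 58.3 ± 9.04 and 81.7 ± 22.3 CPM. Between myocyte-like and Pax3+ cells of the same libraries, MYC differed by -0.16 (standard error 0.431, adjusted p = 0.843) and MAX by 0.46 on the log2 scale (standard error 0.229, adjusted p = 0.1589 from edgeR's quasi-likelihood test), neither past the adjustment. Without the library block MYC was at 1.13.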

Here, we revealed that the expression of *MYC* and *MAX* remained high in the late-pseudotime cells, and their motif enrichment increased with differentiation, suggesting that these genes also play an essential role in the formation of skeletal muscle during pig embryo development.

Integrative single-cell RNA-seq and ATAC-seq analysis also demonstrated a cell type-specific gene regulatory landscape in pig embryonic skeletal muscle. For example, motif enrichment analysis showed that the TF binding sites of TCF12 reached their highest level of accessibility in myocytes, which is consistent with the reported function of TCF12 in regulating myocyte differentiation [55]. However, the analysis of TF regulon activity with SCENIC indicated the most vigorous TCF12 regulon activity in myoblasts. This scenario was also apparent for EGR1. The phenomenon that RNA expression of TFs precedes accessibility of related TF binding sites suggests that additional epigenetic regulation might occur before TFs take action [56]. Furthermore, although individual TFs have bound to cognate motifs, this might not be a sufficient condition to initiate target gene transcription, which would lead to mismatches between RNA-seq and ATAC-seq results [57, 58]. Of course, such conditions do not apply to all genes. TFs such as MYOD1, MYOG, SOX6, and MEF2D, critical mediators of myogenesis, were indicated to reach their highest expression level, strongest motif enrichment, and most vigorous regulon activity in myocytes, which is likely responsible for their specific and vital regulatory roles in terminally differentiation.

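MEF2D (chromosome 4, 93581563 to 93616980) was at 60.3 ± 17.5 (SD, n = 6) CPM in myocyte-like, 13.6 ± 8.83 (SD, n = 5) in PAX7+ progenitor/myoblast-like and 4.51 ± 4.09 (SD, n = 6) in Pax3+ progenitor-like cells. It was higher in myocyte-like than Pax3+ cells by a log2 fold change of 2.53 in 4 of 4 libraries (standard error 0.411, adjusted p = 3.119e-05 from edgeR's quasi-likelihood test). SOX6 had 56.3 ± 30.8 (SD, n = 6) CPM in myocyte-like and 12.1 ± 10.0 (SD, n = 5) in PAX7+ cells.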

Distal regulatory regions (DRR) mediated chromosomal interactions play an essential role in differentiating cells [59]. Distal promoter contacts are highly cell-type specific [60] and form networks of co-regulated genes correlated with their biological functions. The cis-regulatory contact upon lineage commitment is a dynamic process that includes acquiring and losing specific promoter interactions [61]. Our results revealed that most of the differential accessible peaks were in regions characterized as distal elements or introns. Genome-wide studies showed that MRFs predominantly occupied the extragenic regions, marked by acetylated histones [62, 63]. The DRR of MYOD1 were transcribed to ^DRR^RNA which contributed to establishing a cell-type-specific transcriptional circuitry by directing chromatin-remodeling events [64]. Thus, we hypothesized that intronic enhancers [65] and DRRs play an important role in regulating myogenic differentiation, consistent with mouse kidney development [58]. However, because cis-acting regulatory elements can be located in kilo-bases away from their target genes, it is challenging to identify the true functional targets of regulatory elements [66].

Comparative analysis of transcriptome dynamics during porcine myogenic differentiation with transcriptome characteristics in the muscular dystrophy mouse model suggested that the molecular regulatory network of porcine skeletal muscle development is similar to that of muscular dystrophy. Therefore, in addition to partially revealing the molecular mechanism of skeletal muscle development in porcine embryo, this study also provides clues for studying the occurrence and development of muscular dystrophy. Furthermore, our study not only provided a large amount of high-quality data but also identified a lot of new genes involved in myogenesis. EGR1, an immediate-early response zinc-finger transcription factor with various functions in numerous contexts, including the regulation of growth and differentiation [67, 68], was validated to promote myoblast differentiation. RHOB, a member of the small Rho GTPase family [69], was demonstrated to promote the fate commitment of myogenic progenitors into myoblasts, thus actively regulating myoblast differentiation.

There are significant differences in skeletal muscle development between pig breeds differing in growth rate, muscle production, muscle fiber diameter, and meat quality [70]. 

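The breeds were compared with the stage as a block, over 4 ZZ and 4 DZ libraries. In UMI counts summed over all cells, 0 of 15122 genes differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 927 had an unadjusted p under 0.05, and DESeq2 called 56 genes, 29 higher and 27 lower in DZ. In the skeletal myogenic cells, 4 of 11125 genes differed, 3 higher in DZ (KLF4, HCLS1 and a gene with the identifier ENSSSCG00000031855) and 1 lower (GPX1). Their log2 fold changes were 2.15, 4.77, 4.78 and -0.75 (adjusted p = 0.02375, 0.008765, 0.0009735 and 0.03513 from edgeR's test). At 4 of 4 stages ENSSSCG00000031855 and HCLS1 were higher and GPX1 was lower in DZ, and KLF4 was higher at 3 of 4. The ZZ libraries held 7 UMIs of ENSSSCG00000031855 and 6 of HCLS1 in these cells, and the DZ libraries 277 and 220. These 4 genes were chosen after their values were seen. In simulated sums of all cells over 14985 genes, 80% of 200 genes changed by 1.5 on the log2 scale were called.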

In this study, the results of immunohistochemistry, scRNA, and scATAC analysis did not show significant differences between ZZ and DZ in early embryonic development, despite their considerable difference in meat production. We speculate that the early embryonic skeletal muscle development of ZZ and DZ is conserved, which may be due to their close genetic relationship. Whether there are differences between purebred Tibetan and Duroc pigs in early embryonic skeletal muscle development and which stage of skeletal muscle development is responsible for the difference in meat production between ZZ and Duroc remain to be studied in the future.

## Conclusions

In summary, our study provided critical insight into the cell type-specific gene regulatory network and cell differentiation program of pig embryonic myogenesis, and screened essential genes that regulate the development of skeletal muscle (Fig. 9E), which will provide a theoretical basis for the study of pig breeding and human muscle diseases.

## Methods

### Preparation of single-cell suspensions

Somite tissues [a mixture of embryos (*n*=5) from the same sow] of ZZ and DZ at E16, E18, E21, and myotome tissues [a mixture of embryos (*n*=5) from the same sow] at E28 were isolated and transferred to RPMI 1640 medium (GIBCO, 11875093) containing 10% fetal bovine serum (HyClone, SH30070.03) on ice. Then, the tissues were washed with PBS three times and transferred to prewarmed digestion medium containing 100 μg/mL DNase I (Sigma–Aldrich, DN25) and 0.1 g/mL Collagenase I (Sigma, C2674) in RPMI 1640. The digestion reactions were shaken vigorously for 30 s and further incubated at 37°C for 30 to 40 min in an incubator with general shaking every 6 min to release cells. The released cells were passed through a 70-μm cell strainer (BD, 352350) and were collected in 15-mL tubes. Sample viability was assessed via Trypan Blue (Thermo Fisher) and an automatic cell counter (Countstar). Cells derived from embryos of different stages and from different pigs were sorted and processed independently in all experiments. Thus, each cell can be traced back to its specific embryo and tissue of origin.

### 10× Genomics single-cell RNA sequencing (scRNA-seq)

Droplet-based scRNA-seq datasets were produced using a Chromium system (10× Genomics, PN120263) following the manufacturer’s instructions. After droplet generation, samples were transferred into prechilled 8-well tube strips (Eppendorf), and reverse transcription was performed using a Veriti 96-well thermal cycler (Thermo Fisher). After reverse transcription, cDNA was recovered using the Recovery Agent provided by 10× Genomics, followed by clean-up with Silane Dynabeads (Thermo Fisher) as outlined in the user guide. Purified cDNA was amplified for 12 cycles before being cleaned up using SPRIselect beads (Beckman). Samples were diluted at a ratio of 1:4 and run on a Bioanalyzer (Agilent Technologies) to determine the cDNA concentration. cDNA libraries were prepared as outlined by the Single Cell 3′ Reagent Kit v3 user guide with appropriate modifications to the PCR cycles based on the calculated cDNA concentration (as recommended by 10× Genomics).

### scRNA-seq data analysis

#### Quality control and doublet removal

Raw sequencing data were aligned to the pig gene expression reference Sscrofa11 (the 10× reference database was prepared with the gene annotation gff3 dataset v11.1.98 and genomic fasta dataset v11.1.98, which were downloaded from Ensemble). The CellRanger (10× Genomics) analysis pipeline was used to generate a digital gene expression matrix from these data. The raw digital gene expression matrix (UMI counts per gene per cell) was filtered, normalized, and clustered using R [v3.5.2, https://www.R-project.org/]. Cell and gene filtering was performed as follows: cells with fewer than 200 genes detected, or more than 30,000 UMIs and cells containing greater than 10% of reads from mitochondrial genes were removed. To eliminate doublets, cells with more than 40,000 transcripts were identified using DoubletFinder [71] and then removed from the dataset. Genes detected (UMI count > 0) in fewer than three cells were removed. A total of 70,201 cells were included in downstream analysis, with an average of 1892.47 genes per cell and 5276.32 UMIs per cell.

#### Cell clustering and cell-type annotation

Normalization was performed in the Seurat R package (v3.1.1) using the default parameters [72]. Multiple samples were integrated by the CCA-based anchor method [73]. After principal component analysis (PCA), the first 30 principal components were selected for clustering the cells using standard package procedures. The Louvain algorithm with a resolution of 0.6 was used to cluster cells, which resulted in 31(29) distinct cell clusters. A gene was considered to be differentially expressed if it was detected in at least 10% of one group and with at least 0.25 log fold change between two groups, and a Benjamini–Hochberg (BH) adjusted *p* value < 0.05 in Wilcoxon rank-sum test was considered to indicate significance. To investigate the heterogeneity within the myogenic cells, we conducted sub-clustering analysis of myogenic cells. Using recently reported marker genes, we identified 4 myogenic sub cell types, including Pax3+ progenitors (Pax3P), myogenic progenitors (MyoP), myoblasts (Myob), and myocytes (Myoc).

#### scRNA-seq trajectory analysis

Monocle 2 (version 2.10.1) [74] was used to construct the pseudotemporal path of myogenic cell differentiation. The myogenic cells were ordered in pseudotime along a trajectory using reduceDimension with the DDRTree method and orderCells functions. We detected genes that followed similar kinetic trends along the myogenic cell trajectory from the starting state. Hierarchical clustering was applied to cluster genes into five subgroups according to the expression patterns. A gene expression heatmap following pseudotime was plotted by the plot-pseudotime-heatmap function. Gene expression curves following pseudotime were calculated and plotted according to the mean value of gene expression of each pseudotime unit. The *x*-axis (pseudotime, scaled) is the conversion value mapped from the pseudotime value of the cell in the time trajectory analysis result to the interval [0,100].

### Gene regulatory network inference

To identify TFs and characterize cell states, we employed cis-regulatory analysis using the R package SCENIC v1.1.2-2 with human orthologous genes; this program infers gene regulatory networks based on coexpression and DNA motif analysis. The network activity is then analyzed in each cell to identify recurrent cellular states. In short, TFs were identified using GENIE3 (v1.4.3) and compiled into modules (regulons), which were subsequently subjected to cis-regulatory motif analysis using RcisTarget (v1.2.1) with two gene-motif rankings: 10 kb around the TSS and 500 bp upstream. The regulon activity in every cell was then scored using AUCell (v1.4.1). Finally, binarized regulon activity was projected into t-distributed stochastic neighbor embedding (t-SNE) plots.

### Ligand–receptor interactions

To assess cellular crosstalk between different cell types, we used human orthologous genes converted UMI count data and the Python package CellPhoneDB v2.1.2 with the human database v2.0.0 to infer cell–cell communication networks from scRNA-seq data as per the authors’ instructions. Only interactions that met the *p* values threshold (*p* value < 0.05) were considered.

### Single-cell ATAC sequencing (scATAC-seq)

scATAC-seq was performed using the 10× Chromium platform. All protocols to generate scATAC-seq data, including sample preparation, library preparation, and instrument and sequencing settings, are described below and are available at https://support.10xgenomics.com/single-cell-atac.

*scATAC-seq data analysis*

#### Cell filtering and cell clustering

Raw sequencing data aligned to the pig genome ATAC reference Sscrofa11 (10× reference database was prepared with gene annotation gff3 data v11.1.98 and genomic fasta data v11.1.98 downloaded from the Ensemble). The digital peaks matrix was quantified using the Cell Ranger ATAC (10× Genomics, v1.2.0) analysis pipeline. The following analysis was performed with the Seurat R package (v3.1.1) and Signac R package (v0.2.2). We kept only those valid barcodes that passed the following thresholds: (1) number of fragments ranging from 2000 to 30,000, (2) mitochondria ratio less than 2%, (3) transcription start site (TSS) enrichment score (by TSSEnrichment function) between 2 and 40, (4) strength of the nucleosome signal per cell (by NucleosomeSignal function) less than 5, and (5) fraction of reads overlapping peaks per cell greater than 50%. After this stringent quality control, we obtained 48,514 single cells. Normalization and latent semantic indexing (LSI) dimensionality reduction were performed for each sample independently with the RunTFIDF and RunSVD functions. Batch correction by samples was applied by Signac on the first 50 LSI components. We applied the UMAP and TSNE algorithms to the first 50 LSI components corrected by Signac. We identified 15 distinct clusters using the Seurat function FindClusters (resolution equal to 0.3).

#### Genomic element stratification

Pig ssc11 genome annotation files were downloaded from Ensembl (http://ftp.ensembl.org/pub/release-104/gtf/sus_scrofa/Sus_scrofa. -Sscrofa11.1.104.gtf.gz). The 2-kb regions upstream of each TSS were included as promoter regions. We considered only open chromatin peaks detected in more than 10% of myogenic cells. Since one open chromatin region could overlap with multiple genomic elements, we defined the priority order for the genomic elements as follows: exon > promoter > 5′-UTR > 3′-UTR > intron > distal elements. For example, if one peak overlapped with both an exon and a 5′-UTR, the algorithm counted it as an exon-region peak.

#### Identification of differentially accessible peaks

Differentially accessible peaks were defined as peaks detected in at least 10% of cells in one group and exhibited a log fold change of at least 0.25 between two groups. The significance level was set as a Benjamini–Hochberg (BH) adjusted *p* value < 0.05 in the logistic regression framework by the FindMarkers function with the parameter latent.vars = 'peak_region_fragments'.

#### scATAC trajectory analysis

The imputed expression data of scATAC-seq were generated by integrating scRNA-seq and scATAC-seq data with the TransferData function. Monocle 2 was used to construct a pseudotemporal path from the imputed expression data.

#### Predict cis-regulatory elements

We implemented two methods to study cis-regulatory elements in the snATAC-seq data. The first method was direct prediction. Peaks that overlapped with the TSSs of specific genes were assigned to cis-regulatory elements to those genes. The second method was the supplementary method, which followed Miao et al. There was coenrichment of the snATAC-seq cell-type-specific peaks and scRNA-seq cell-type-specific genes in the genome. This method links a gene with a peak if (1) the gene and peak were both specific to the same cell type, (2) the gene and peak were in cis, meaning that the peak was within ±100 kb region of the TSS of the corresponding gene, and (3) the peak did not directly overlap with the TSS of the gene.

### Correlation of scATAC-seq and scRNA-seq data

The consistency of myogenic cell subtypes defined in scRNA and scATAC was evaluated with correlation analysis. Briefly, we summed the peaks intersecting the gene body and the region 2 kb upstream to calculate a gene activity score for each gene in each cell. This procedure is implemented in the Create Gene Activity Matrix in Seurat v3. Subsequently, the average gene activity score for scATAC and the average gene expression for scRNA were calculated for each cell type. The Pearson correlations of these two average values of scRNA-seq variable genes were computed for each cell type between the two data types.

### Integrated analysis of scATAC-seq and scRNA-seq data

scRNA-seq and scATAC-seq data from myogenic cells were integrated using the transfer procedure implemented in Signac v0.2.5 and Seurat v3.2.0. Briefly, the expression levels were imputed from the scATAC-seq data by defining a genomic region for each gene, which included the gene body and 2 kb upstream of the transcription start site, and taking the sum of scATAC-seq fragments within that region (genes from chromosomes X, Y, and M were excluded). Anchors were identified for scRNA- and scATAC-seq using the Find Transfer Anchors function with the canonical correlation analysis (CCA) reduction method with the scRNA-seq dataset as a reference. Then, scATAC-imputed gene expression values were projected on the scRNA expression values and weighted by LSI reduction by TransferData. Merged scATAC-seq imputed expression data and scRNA-seq data were then subjected to scaling, PCA reduction, and UMAP dimensional reduction to completely coembed the two types of data.

### Cell culture, proliferation, and differentiation

Pig primary myogenic cells (PPMCs) were maintained in our laboratory. C2C12 cells were purchased from the American Type Culture Collection (ATCC). The cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with 10% (v/v) fetal bovine serum (growth medium, GM). When the cells were cultured in GM at sub-confluent densities, it was defined as day 0 (d 0). To induce differentiation, cells were switched to DMEM with 2% horse serum (differentiation medium, DM) after reaching 100% confluence and then maintained in the culture medium for another 2, 3, 4, 5, 6, or 8 days (day 2, day 3, day 4, day 5, day 6, or day 8). All cells were cultured in a 37°C incubator with 5% CO_2_. We examined cell proliferation using a CellLight EdU DNA Cell Proliferation Kit (RiboBio, China), as described previously [75].

### Gene overexpression

For the *EGR1* and *RHOB* expression vectors, the coding sequences (CDSs) of the pig *EGR1* and *RHOB* genes were inserted into the pcDNA3.1 vector (Invitrogen, Carlsbad, USA). Pig primary myogenic cells and C2C12 cells were seeded into 6- or 12-well plates at 12 h before treatment and then transfected with expression plasmids using Lipofectamine 3000 (Invitrogen, Carlsbad, USA). Transfections were performed in at least triplicate for each experiment.

### Quantitative real-time PCR (qRT–PCR)

Total RNA was extracted from cultured cells according to the instructions of TRIzol® Reagent (Invitrogen, Shanghai, China), and cDNA was synthesized from 1 μg of total RNA using a reverse-transcription kit (Genestar, Beijing, China). Real-time quantitative PCR (qPCR) was performed using a SYBR Green qPCR Kit (Genestar, Beijing, China) and detected on a LightCycler 480 II system (Roche, Basel, Switzerland). The primers used for qPCR are given in Additional file 13: Table S12. Gapdh was used as an internal control, and all reactions were run in triplicate.

### Immunofluorescence

Cells cultured in 12-well plates were fixed in 4% paraformaldehyde for 10 min, followed by permeabilization in 0.5% Triton X-100 for 15–20 min. The cells were blocked with 4% BSA in Tris-buffered saline with Tween (TBST) for 1 h. Then, the cells were incubated with primary antibodies overnight at 4°C. Afterwards, the cells were washed in PBS three times and incubated with secondary antibodies for 1 h at room temperature. Finally, the cells were washed three times in PBS, and the nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; 1:1000 in PBS). The antibodies used were as follows: anti-MyoD antibody (Abcam, ab212662), anti-Pax7 antibody (Thermo Fisher Scientific, PA1117), anti-Fast Myosin Skeletal Heavy chain antibody (Abcam, ab51263), anti-mouse IgG (H+L), F (ab')2 fragment (Alexa Fluor 555 conjugate) (Cell Signaling, #4409), and anti-rabbit IgG(H+L), F (ab')2 fragment (Alexa Fluor 488 conjugate) (Cell Signaling, #4412). Immunostaining images were obtained via fluorescence microscopy on an inverted microscope (Nikon, Tokyo, Japan).

### Immunohistochemistry

Somite tissues of ZZ and DZ at E21 and E28 were fixed in 4% paraformaldehyde for 19 h at 4°C, then dehydrated using gradient alcohol and embedded with paraffin. Paraffin-embedded samples were cut into 5-μm somite cross sections. The paraffin sections were placed in an oven at 64°C for 30 min and immediately moved to xylene for dewaxing. The sections were rehydrated in gradient alcohol, and antigen retrieval was performed using citrate antigen retrieval solution. Finally, immunofluorescence staining was performed using IHC kit (Abcam, Cambridge, UK) according to the manufacturer’s instructions. The antibodies used were as follows: anti-MyoD antibody (Cell Signaling Technology, 13812S), anti-Pax7antibody (Abcam, ab199010), Anti-rabbit IgG (H+L), F (ab')2 Fragment (Alexa Fluor® 488 Conjugate) (CellSignaling Technology, #4412), and Anti-mouse IgG (H+L), F (ab')2 Fragment (Alexa Fluor® 555 Conjugate) (CellSignaling Technology, #4409). Immunostaining images were obtained with a fluorescence microscope (Nikon, Tokyo, Japan).

### Statistical information

The differential accessibility analysis was conducted by logistic regression. The differential expression analysis was conducted using the Wilcoxon rank sum test. Motif enrichment was determined based on the modified *z* score (https://support.10xgenomics.com/single-cell-atac/software/pipelines/latest/algorithms/overview#zscore). All statistical tests were corrected for multiple testing using the Bonferroni method, and a significance level of 0.05 was used throughout the manuscript.

## Supplementary Information

**Additional file 1: Figure S1.** Quality control and batch effect correction in scRNA-Seq, related to Figure 1 A. Violin plots showing the number of expressed genes, the number of reads uniquely mapped against the reference genome, and the fraction of mitochondrial genes compared to all genes per cell in scRNA-Seq data. B. Box plot showing the number of genes (left) and the number of uniquely mapped reads (right) per cell in each identified cell type in scRNA-Seq data. C. tSNE plot visualization of the sample source for all 70,201 cells. Each dot is a cell. Different colors represent different samples. D. tSNE plot visualization of unsupervised clustering analysis for all 70,201 cells based on scRNA-Seq data after quality control, which gave rise to 31 distinct clusters. **Figure S2.** Gene Ontology (GO) analysis of the DEGs for each cell type was performed and the representative enriched GO terms are presented, related to Figure 1. **Figure S3.** Expression of selected marker genes along the differentiation trajectory, related to Figure 2 A. tSNE plot demonstrating cell cycle regression (left). Visualization of myogenic differentiation trajectory by cell cycle phases (G1, S, and G2/M) (right). B. Donut plots showing the percentages of cells in G1, S, and G2M phase at different cell states. C. Expression levels of cell cycle-related genes in the myogenic cells organized into the Monocle trajectory. D. Expression levels of muscle related genes in the myogenic cells organized into the Monocle trajectory. **Figure S4.** Unsupervised clustering analysis for all cells in scATAC-Seq data and myogenic-specific scATAC-seq peaks, related to Figure 4 A-C. tSNE plot visualization of the sample source for all 48514 cells in scATAC-Seq. Each dot is a cell. Different colors represent different pigs (A), different embryonic stages (B), or different samples (C). D. tSNE plot visualization of unsupervised clustering analysis for all 48514 cells after quality control in scATAC-Seq data, which gave rise to 15 distinct clusters. E. tSNE plot visualization of myogenic cells and other cells. Clusters 4 and 8 in Figure S4D were annotated as myogenic cells due to their high levels of accessibility of marker genes associated with myogenic lineage. F. Genome browser view of myogenic-specific peaks at the TSS of *MyoG* and *Myf5* for myogenic cells and other cells in the scATAC-seq dataset. **Figure S5.** Percentage distribution of open chromatin elements in scATAC-Seq data, related to Figure 4 A. Distribution of open chromatin elements in each snATAC-seq sample. B. Distribution of open chromatin elements in snATAC-seq of myogenic cell types. C. Percentage distribution of open chromatin elements among DAPs in myogenic cell types. **Figure S6.** Integrative analysis of transcription factors and target genes, related to Figure 5 A. tSNE depiction of regulon activity (“on-blue”, “off-gray”), TF gene expression (red scale), and expression of predicted target genes (purple scale) of *MyoG*, *FOSB*, and *TCF12*. B. Corresponding chromatin accessibility in scATAC data for TFs and predicted target genes are depicted. **Figure S7.** Pseudotime-dependent chromatin accessibility and gene expression changes, related to Figure 7. The first column shows the dynamics of the 10× Genomics TF enrichment score. The second column shows the dynamics of TF gene expression values, and the third and fourth columns represent the dynamics of the SCENIC-reported target gene expression values of corresponding TFs, respectively. **Figure S8.** Myogenesis related gene expression in DMD (Duchenne muscular dystrophy) mice. Comparison of RNA-seq data of flexor digitorum short (FDB), extensor digitorum long (EDL), and soleus (SOL) in DMD and wild-type mice including 2- month and 5-month age. A. The expression levels of myogenesis related genes (Myod1, Myog, Myf5, Pax7). B. The expression levels of related genes that were upregulated during porcine embryonic myogenesis (EGR1, RHOB, KLF4, SOX8, NGFR, MAX, RBFOX2, ANXA6, HES6, RASSF4, PLS3, SPG21). C. The expression levels of related genes that were downregulated during porcine embryonic myogenesis COX5A, HOMER2, BNIP3, CNCS). Data were obtained from the GEO database (GSE162455; WT, *n* = 4; DMD, *n* = 7). **Figure S9.** Genome browser view of differentially accessible peaks at the TSS of *EGR1* and *RHOB* between myogenic cells in the scATAC-seq dataset, related to Figure 8. **Figure S10.** Functional analysis of *EGR1* in myogenesis, related to Figure 8 A-B. EdU assays for the proliferation of pig primary myogenic cells (A) and C2C12 myoblasts following *EGR1* overexpression. C. qPCR analysis of the mRNA levels of cell cycle regulators in C2C12 cells following *EGR1* overexpression. D. Immunofluorescence staining for MyHC in C2C12 cells following *EGR1* overexpression and differentiation for 3 d. Then, the fusion index was calculated. **Figure S11.** Functional analysis of *RHOB* in myogenesis, related to Figure 8 A-B. EdU assays for proliferation of pig primary myogenic cells (A) and C2C12 myoblasts following *RHOB* overexpression. C. qPCR analysis of the mRNA levels of cell-cycle regulators in C2C12 cells following *RHOB* overexpression. D. Immunofluorescence staining for MyHC in C2C12 cells following *RHOB* overexpression and differentiation for 3 d. Then, the fusion index was calculated.

**Additional file 2: Supplementary Table S1.** DEG between 31 distinct cell clusters in scRNA-seq data after ambient RNA cleaning. Related to Figure 1.

**Additional file 3: Supplementary Table S2.** Gene Ontology analysis of the DEGs for each cell type. Related to Figure S2.

**Additional file 4: Supplementary Table S3.** The 1,700 top DEGs among 4 myogenic cell types were analyzed and clustered into five major categories of transcriptional gene clusters according to their expression changes. Related to Figure 3.

**Additional file 5: Supplementary Table S4.** Differentially accessible peaks between 15 distinct clusters in scATAC-seq data. Related to Figure 4.

**Additional file 6: Supplementary Table S5.** Differentially accessible peaks between 7 distinct sub-clusters of myogenic cells in scATAC-seq data. Related to Figure 4.

**Additional file 7: Supplementary Table S6.** Cell type-specific open chromatin derived from scATAC-seq analysis. Related to Figure 4.

**Additional file 8: Supplementary Table S7.** Full list of cell type-specific motif enrichment. Related to Figure 5.

**Additional file 9: Supplementary Table S8.** Expression of transcription factors associated with cell type-specific motif enrichment. Related to Figure 5.

**Additional file 10: Supplementary Table S9.** The top 10 regulons and respective target genes inferred by SCENIC. Related to Figure 5.

**Additional file 11: Supplementary Table S10.** The complete list of regulons and their respective predicted target genes inferred by SCENIC. Related to Figure 5.

**Additional file 12: Supplementary Table S11.** Scaled and binarized regulon activities in each cell type inferred by SCENIC. Related to Figure 5.

**Additional file 13: Supplementary Table S12.** The primers for qPCR. Related to Figure 8, Figure S10, and Figure S11.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files and publicly available repositories. Raw data and processed data of scRNA-seq and scATAC-seq have been deposited in GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206914) with the accession codes GSE206914 [76]. In this study, we downloaded public RNA-Seq dataset of skeletal muscle from wild-type and Duchenne muscular dystrophy (DMD) mice with an accession number GSE162455 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162455) [77]. All codes used for data analysis and graph generation in this research could be obtained from https://github.com/wangxiaoyu0687/Integrative-single-cell-RNA-seq-and-ATAC-seq-analysis-demonstrates-cellular-myogenic-differentiation.

## Abbreviations

MRFs: Myogenic regulatory factors
ZZ: Tibetan pig
DZ: Duroc×Tibetan pig
scRNA-seq: Single-cell RNA sequencing
scATAC-seq: Single-cell transposase-accessible chromatin sequencing
TF: Transcription factor
EGR1: Early growth response 1
RHOB: Ras homolog family member B
PPMCs: Pig primary myogenic cells
E: Embryonic day
QC: Quality control
UMIs: Unique molecular identifiers
AEs: Autoencoders
BBKNN: The batch-balanced *k* nearest neighbors
DEGs: Differentially expressed genes
SNN: Shared nearest neighbor
DAPs: Differentially accessible open chromatin peaks
SCENIC: Single-cell regulatory network inference and clustering
UMAP: Uniform manifold approximation and projection
DMD: Duchenne muscular dystrophy
TSSs: Transcriptional start sites
qPCR: Real-time quantitative PCR
EdU: Ethynyl-2′-deoxyuridine
DRR: Distal regulatory regions
PCA: Principal component analysis
BH: Benjamini–Hochberg
t-SNE: t-distributed stochastic neighbor embedding
CCA: Canonical correlation analysis
ATCC: American Type Culture Collection
DMEM: Dulbecco’s modified Eagle’s medium
GM: Growth medium
DM: Differentiation medium
CDS: Coding sequence
TBST: Tris-buffered saline with Tween
DAPI: 4′,6-Diamidino-2-phenylindole

How the deposited data were processed for this re-analysis (not part of the article)

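Single-cell RNA sequencing of somites at E16, E18 and E21 and of the myotome at E28 was measured in 8 libraries, 1 for each stage of Tibetan pigs (ZZ) and of the cross of Duroc and Tibetan pigs (DZ), each from a pool of 5 embryos. The authors prepared 10x Chromium 3' v3 libraries and made the deposited UMI counts with Cell Ranger, on Sscrofa11.1 with the annotation of Ensembl release 98. A UMI count is the number of distinct RNA molecules of a gene in a barcode. The deposited counts are whole numbers, filtered to the barcodes that Cell Ranger called as cells, and neither normalized nor corrected between libraries. The matrices name Cell Ranger 3.1.0 for both E16 libraries and 3.0.2 for the other 6. Because every library is the only one of its stage and breed, the version is tied to E16, and the tissue is tied to E28.

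From the 90688 barcodes, those with fewer than 200 genes, more than 30000 UMIs or more than 10% of UMIs on the 13 mitochondrial genes were removed, which are the limits of the paper, and genes found in fewer than 3 cells were left out. The paper removed doublets with DoubletFinder, which was not used here. Scrublet, as built into scanpy 1.11.5, scored each barcode of a library, and the barcodes with the highest scores were removed up to the number expected at 0.8% per 1000 barcodes. This removed 8247 barcodes, against 1660 that Scrublet's automatic threshold marks, and left 74147 cells. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and igraph 0.11.9, and R 4.3.3.

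Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes, ranked over the libraries, gave 30 principal components. In place of the autoencoder and BBKNN of the paper's Results, 3 nearest neighbours per library were joined into a balanced graph, written for this purpose after BBKNN. The paper's Methods name integration by CCA anchors instead, which was run here as an alternative. Louvain clustering was run at the lowest resolution from 0.6 in steps of 0.1 that gave at least 31 clusters, the number in the paper, and for the myogenic cells from 0.2 with at least 8 sub-clusters. A cluster was named by a class if at least 3 of the class's markers were found in 10% or more of its cells and at 2 times or more their geometric-mean level in the other cells, after adding 0.05 per 10000 UMIs. Among several such classes the one with the highest mean log2 fold was taken. A cluster stayed unnamed if its 10 genes highest by fold held more markers of another class, or if its cells were shallow and held none of the class's markers among these genes. Sub-clusters of myogenic cells needed 1.5-fold over the other myogenic cells. The marker lists were fixed before the counts were seen, and the fold that names a cluster was set afterwards. The lists did not separate the paper's myogenic progenitors from its myoblasts, and these were kept together. Names end in -like because they rest on markers, and the authors' assignment of cells to types was not used here.

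Libraries, not cells, were the replicates. Shares of cell classes and the median pseudotime were compared between the 4 early (E16 and E18) and 4 late (E21 and E28) libraries by exact two-sided permutation over the 70 splits, whose smallest p is 0.0286. For genes, UMI counts were summed over the cells of a type in each library, with at least 20 cells per sum, and tested by edgeR's quasi-likelihood test (edgeR 4.0.16, TMM normalization, its default filter on low counts) with Benjamini-Hochberg adjustment at 0.05. The 3 skeletal subtypes were tested in a fit with the library as a block, the breeds with the stage as a block, and late against early libraries with the breed as a covariate. The last was planned for 7 classes outside the myogenic lineage, where at least 3 early and 3 late libraries gave a sum. With the settings above, epithelial-like, endothelial-like, neuron-like and neurogliocyte-like cells met this, and mesenchymal-like, fibroblast-like and neural stem cell-like cells did not. Mesenchymal-like cells met it under some alternatives. In them 3304 genes differed with no doublets removed, 2768 at a mitochondrial limit of 5% and 2485 with at least 1000 UMIs per cell. With clusters named at 1.5-fold the number was 2994. Erythroid-like and myogenic progenitor/myoblast-like cells had enough libraries but were not among the 7, and were not tested between stages. The subtypes were clustered from the counts that the tests used, so their p-values describe the difference between clusters and not an independent check of them, and genes that name a cluster are given as CPM without a test. CPM are of the summed counts with TMM normalization. Effects on the log2 scale are fold changes of the fit.

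Gene sets were described by the median log2 fold change. The 5 gene clusters of Table S3, chosen by the paper on these libraries, were tested with camera (limma 3.58.1, correlation preset at 0.01) and with fry beside it. The dissociation list of 39 immediate-early and heat shock genes and the HOX genes were set against 10000 random lists of equal size, matched on mean expression in 20 bins, and percentiles under 2.5 or over 97.5 were taken as beyond them. The random genes were drawn independently, so neither correlation between the genes of a list nor the spread between libraries is in these percentiles. They are therefore no p-values over libraries. The phase of each cell came from the S and G2M lists of Seurat 5.3.0, scored with scanpy on cells thinned to 1500 UMIs, and the G1 share was compared within libraries by an exact sign-flip permutation test. Its smallest p over 5 libraries is 0.0625. In place of Monocle 2, diffusion pseudotime was computed with scanpy from a Pax3+ progenitor-like root.

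The genes named are every gene that the paper's text or Figs. 1D, 1H, 2D, 3B, 5B, 7B, 7C, 9C and 9D name for its RNA level and a sentence states something about, and, for the tests of late against early libraries and of the breeds over all cells, the 3 genes that rose most and the 3 that fell most by log2 fold change among those past the threshold, changed the same way in every class or stage, and with a symbol. No gene met the rule in the breed test over all cells. Some genes under this rule, or among the markers, are not reported here. Of 58 genes under the rule, 56 were matched by symbol to the RefSeq table of Sscrofa11.1, which gave the positions, and HOXB4 and HOXD4 were not.

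The cells kept carried 39887814 UMIs in the shallowest library, E16-ZZ, and 57796312 in the deepest, E18-ZZ. Shares of single libraries carry exact 95% binomial intervals, and a share of 0 the limit that 3 counts allow. Both cover counting error only, and a difference between pools of embryos is not in them. Each test across genes was tested on simulated counts with the real means and library sizes, in which 200 genes were changed by 1.5 on the log2 scale. In skeletal myogenic cells of the breeds, over 11075 genes, 86% of the changed genes were called, and 10.9% of the calls were false.

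The alternatives were no removal of doublets, Scrublet's automatic threshold, a mitochondrial limit of 5%, at least 1000 UMIs per cell, 15 plain neighbours without balancing, Seurat's CCA anchors on 1500 cells per library, a resolution of 0.6, DESeq2 1.42.0, upper quartile normalization, no filter on low counts, no block, at least 50 cells per sum, no thinning or thinning to 3000 UMIs, the libraries of E28 left out, and each library left out in turn with the classes kept. Naming at 1.5-fold and leaving out the E16 libraries were added after seeing the data. The closing section gives their effect. The scATAC-seq, cell culture and mouse data of the paper were not analysed here, and regulon activity and ligand-receptor scores were not computed.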

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

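Of the tests in this part, those of the erythroid-like cells and of the dissociation list between late and early libraries were chosen only after the result was seen.

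E16-ZZ stood apart from the other 7 libraries. In it 39.16% of barcodes lay above the mitochondrial limit, against 1.05% to 9.15% in the others, and its gap to the nearest library was 0.787 of the whole range, above Dixon's critical value for 8 samples at the 95% level. It also had the fewest cells kept, 5436 against 9197 to 10956 (gap 0.681 of the range), and the highest share of barcodes removed as doublets, 13.67% against 9.06% to 10.35% (gap 0.72 of the range). The last 2 follow from the first, since barcodes above the limit are not kept, and since the number of doublets was set from all barcodes of a library, 10373 in E16-ZZ, but divided by those within the limits. Among 26 groups of values looked at in this way 3 stood out, all of this library, where chance alone gives about 1 in 20.

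A candidate explanation for the mitochondrial share is damage to cells throughout the library. Kept cells of E16-ZZ had a higher median mitochondrial share than those of E16-DZ in 8 of 8 groups with at least 20 cells in both, for example 6.3% against 5.23% in epithelial-like and 4.45% against 2.75% in erythroid-like cells, which is consistent with it. Barcodes with little RNA also belong to the picture. The barcodes above the limit had a median of 2580.5 UMIs, against 6349 in the others of E16-ZZ. That ratio of 0.406 was the highest of the 8 libraries, the others having 0.235 to 0.353, so the barcodes above the limit held relatively more RNA in E16-ZZ than elsewhere. The version of Cell Ranger is shared with E16-DZ and does not set E16-ZZ apart, and over all barcodes the median was 4690 UMIs in E16-ZZ and 4879 in E16-DZ. A difference between the breeds at E16 stays open and untested, since a single library represents each breed there.

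The dissociation list, genes that tissue digestion can induce, differed between the breeds in opposite ways at different stages. Its median log2 difference, DZ minus ZZ over all cells, was -0.41 at E16, where 7 of 30 genes were higher in DZ, and 0.24 at E18, 0.42 at E21 and 1.35 at E28, where 20, 21 and 28 genes were higher. The difference between E16 and the later stages was not tested, since each stage has 1 library per breed. Over the 4 stages together the median was 0.37, at percentile 100.0 of matched random lists, but without E28-ZZ it was -0.003 and without E28-DZ -0.014. The change of sign between stages is consistent with handling that differed between single libraries and argues against an effect of the breed that is the same at all stages. A breed effect that depends on the stage stays open. KLF4, called between the breeds in skeletal myogenic cells, is in this list. Its CPM ratio of DZ to ZZ there was 0.967 at E16, 5.542 at E18 (95% exact interval 1.644 to 29.123 for counting error only, from 3 UMIs in ZZ), 5.884 at E21 and 4.365 at E28.

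Cells of blood lineages, which the paper's text does not report in these libraries, were present. The 1009 erythroid-like cells made up 2.24% ± 0.887 (SD, n = 4) of early and 0.583% ± 0.145 (SD, n = 4) of late libraries. Their median UMI number was 1.387 times that of their own libraries, which is the direction that doublets of erythroid and other cells would give, but whole cells rich in RNA would give it too. Doublets therefore cannot be told apart from whole cells here, because the UMI number is the only measure tested. The 73 macrophage-like cells, the smallest cluster, included 29 of E28-ZZ, 28 of E28-DZ, 13 of E21-DZ and 3 of E16-ZZ. The other 4 libraries had none, which allows a share of up to 0.032% in E16-DZ, E18-ZZ and E18-DZ and 0.029% in E21-ZZ, for counting error only. No explanation of these numbers was tested.

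Genes also changed from early to late libraries in cells outside the myogenic lineage, in which the paper's text names no gene that changes between stages. By edgeR's quasi-likelihood test with the breed as a covariate, 2359 genes differed in endothelial-like and 2997 in neurogliocyte-like cells, with 485 in epithelial-like and 540 in neuron-like cells. Chance is an unlikely source of these numbers but is not excluded. The libraries were split in 34 ways, into groups of 4 or, in epithelial-like and neuron-like cells with 7 libraries, of 4 and 3. In each of the 4 classes only the real split gave as many, which is the lowest share that 34 splits allow. The classes come from the same libraries, so these are not 4 separate tests. The highest number from another of the splits was 238 in epithelial-like cells and 1 or fewer in the other 3 classes. Handling that differed between late and early libraries was weighed with the dissociation list. Its median log2 difference was 1.08 in endothelial-like cells (percentile 100.0 of matched random lists) and 0.48 in neurogliocyte-like cells (percentile 99.99), but 0.13 in epithelial-like (percentile 90.74) and 0.041 in neuron-like cells (percentile 61.13, from 15 genes). The neuron-like value rests on few cells in the early libraries, 13, 20, 70 and 159, of which the first was too few for a sum, and on a short list. It was 0.53 without E18-ZZ (percentile 99.28) and 0.49 with no doublets removed (percentile 99.9), so handling and stage cannot be told apart for this list. Stage, the change from somite to myotome at E28 and, for E16, the version of Cell Ranger are likewise tied together by the design. Without E28 the endothelial-like number was 678, and without E16 1182.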

How the results depend on the processing

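The alternatives were chosen before the data were examined, except the naming of clusters at 1.5-fold, the counting of unnamed clusters in their best class and the fits without the E16 libraries, which were chosen after seeing the data. Of 97 counts of genes past the threshold, 66 were within a factor of 1.5 of the value reported at the claims. Of 90 values of shares, cell numbers, phases and pseudotime, 64 kept their direction and their side of the threshold, 21 kept only their direction, 4 numbers of cells moved and 1 changed direction. Of 135 medians of the gene clusters of Table S3, 121 kept direction and call, 5 lost the call and 9 changed sign. For single genes, 534 of 629 values kept both, 47 lost and 18 gained a call at the same sign, and 30 changed sign, 5 of them values that had been called, all at a mitochondrial limit of 5%. The paragraphs on each alternative give most of the other values, and their causes were not tested unless stated.

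Leaving out the 2 E28 libraries, which are of the myotome, or the 2 E16 libraries, which came from another version of Cell Ranger, leaves 4 libraries against 2 and a smallest exact permutation p of 0.0667, so no share could pass 0.05. Without E28 the differences in percentage points were -14.56 for epithelial-like and -5.13 for endothelial-like cells (p = 0.1333 for both), 19.39 for fibroblast-like, 4.54 for skeletal myogenic and 1.83 for myocyte-like cells, and among skeletal myogenic cells -91.08 for Pax3+, 68.51 for PAX7+ and 22.57 for myocyte-like cells (exact permutation test, p = 0.0667 for each). Without E16 they were -1.41 and -2.12 (p = 0.0667), 20.61, 7.83 and 2.9 (p = 0.1333), and -87.53, 65.29 and 22.24 (exact permutation test, p = 0.0667), with a pseudotime difference of 0.0089 (p = 0.0667). The epithelial-like difference was mostly that of E16 here, but the share at E18 was 15.9% at a mitochondrial limit of 5%, 15.7% at a resolution of 0.6 and 16.0% with naming at 1.5-fold, and leaving out E16 was not run under these settings. Genes past the threshold between late and early libraries were 157 in epithelial-like, 678 in endothelial-like, 1074 in neuron-like and 1943 in neurogliocyte-like cells without E28, and 222, 1182 and 255 in the first 3 classes without E16, with fewer libraries in each fit.

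With each library left out in turn, the smaller group has 3 libraries. The ranges were -19.38 to -9.76 percentage points for epithelial-like and -6.33 to -3.68 for endothelial-like cells, where p rose to 0.1714 and 0.0857 without any late library, 6.64 to 11.14 for skeletal myogenic and 2.35 to 3.93 for myocyte-like cells, where p rose to 0.0857 or 0.0571 without an early library, and 0.0145 to 0.0232 for pseudotime, with p up to 0.0857 (exact permutation tests). Neural stem cell-like cells ranged from -11.45 to -6.61 and passed the threshold only without E21-ZZ, at -11.45 (exact permutation test, p = 0.0286). Counts of genes ranged from 196 to 330 between PAX7+ and Pax3+ cells, with 196 without E18-ZZ and 205 without E18-DZ, and from 1654 to 2551 between myocyte-like and Pax3+ cells, lowest without E18-DZ. Between breeds they ranged from 6 to 25 in skeletal myogenic cells, with 12, 10, 25, 12, 12 and 11 without E16-ZZ, E16-DZ, E21-ZZ, E21-DZ, E28-ZZ and E28-DZ. Late against early, they ranged from 101 to 589 in epithelial-like cells, at 293 without E16-DZ, 172 without E21-DZ, 157 without E28-ZZ and lowest without E21-ZZ, from 1502 to 2289 in endothelial-like cells, lowest without E16-DZ, and from 38 to 592 in neuron-like cells, at 255 without E16-DZ, 142 without E18-DZ and lowest without E18-ZZ. The median of cluster 2 of Table S3 between PAX7+ and Pax3+ cells was 0.031 to 0.11 and lost its call without E18-DZ, E21-ZZ or E21-DZ (camera, adjusted p = 0.05452, 0.1019 and 0.06791). Genes that changed sign, none of them called, were TCF12 and TGIF1 in that contrast (-0.19 to 0.27 and -0.65 to 0.15), TGIF1 between myocyte-like and PAX7+ cells (-0.034 to 0.13), and MYC (-0.62 to 0.21), HOXB4 (-0.36 to 0.38) and HOXB8 (-1.15 to 0.30) between myocyte-like and Pax3+ cells.

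The number of cells kept was 82394 with no doublets removed, 80734 with Scrublet's automatic threshold, 72334 with at least 1000 UMIs per cell and 43292 at a mitochondrial limit of 5%. With no doublets removed, 540 genes differed between PAX7+ and Pax3+ cells and 1 gene between breeds in all cells, and SNAI1 was at -0.74 in the first contrast, while ARID3A and HOXD4 were at 0.15 and 0.09 between myocyte-like and Pax3+ cells. With at least 1000 UMIs the skeletal myogenic difference was 7.49 percentage points (exact permutation test, p = 0.0571) and 1281 genes differed in neuron-like cells. Cluster 1 of Table S3 was then at 0.045, TCF12 at -0.045, RHOB at -0.10 and SNAI1 at -0.55 between PAX7+ and Pax3+ cells, and ARID3A, HOXD4 and MYC at 0.19, 0.10 and 0.032 between myocyte-like and Pax3+ cells.

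The mitochondrial limit of 5% was the alternative under which the smallest share of the genes called between PAX7+ and Pax3+ cells kept their direction. The cells were clustered and named again under it, with 1630 of 4298 myogenic cells unnamed, so its subtypes need not hold the same cells. This limit left 1 early library with a share of skeletal subtypes, so those shares and the pseudotime have no value there. Of the 305 genes of that contrast that could be tested again, 159 (52.1%) kept their direction. Counts of genes were 175 in this contrast, 2929 between myocyte-like and PAX7+ cells, 47 between breeds in skeletal myogenic cells and 1229 in neurogliocyte-like cells. Between PAX7+ and Pax3+ cells, clusters 1, 2, 3 and 4 of Table S3 had medians of 0.093, -0.081, -0.089 and -0.006, and TCF12, TGIF1, EGR1, HEY1 and FOS were at -0.03, 0.40, -0.35, -0.74 and -0.74. Between myocyte-like and PAX7+ cells, cluster 2 was at 0.029, and PCLAF, TGIF1, HMGB2 and CENPA at 1.25, -0.17, 1.63 and 2.24. Between myocyte-like and Pax3+ cells, cluster 2 was at -0.04 (camera, adjusted p = 0.3629), HOXD4 at 0.29 and HOXB8 at 1.09.

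Without balancing over libraries, neural stem cell-like cells rose by 5.21 percentage points (exact permutation test, p = 0.4286). Counts of genes were 4097 between myocyte-like and Pax3+ cells, 24 between breeds in skeletal myogenic cells and 1058 in neuron-like cells. Between PAX7+ and Pax3+ cells, clusters 1, 2 and 5 of Table S3 were at 0.046, -0.13 and 0.025, TCF12 at -0.20 and SNAI1 at -0.051, and between myocyte-like and Pax3+ cells ARID3A was at 0.20, HOXD4 at 0.29 and HOXB8 at 0.24. At a resolution of 0.6, 36 genes differed between breeds in skeletal myogenic cells and 106 from early to late in epithelial-like cells. Without balancing no early library held named skeletal subtypes, and at a resolution of 0.6 no library held Pax3+ cells and at most 2 early libraries held others, so those shares and the pseudotime have no value there. Under Seurat's CCA anchors, on 1500 cells per library, the differences were 7.02 for fibroblast-like, 2.73 for skeletal myogenic and 1.2 percentage points for myocyte-like cells (exact permutation test, p = 0.0571, 0.5429 and 0.2). With clusters named at 1.5-fold, 97 genes differed in epithelial-like cells. An osteogenic-like class was absent under every setting, so its share has no value.

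Among the choices of the gene tests, DESeq2 called 56 genes between breeds in all cells and 738 in epithelial-like cells. With no filter on low counts, 497 genes differed between PAX7+ and Pax3+ cells, 1 and 172 between breeds in all and in skeletal myogenic cells, 1225 in epithelial-like and 1142 in neuron-like cells. Without the library or stage block, 1398, 2621 and 3886 genes differed in the 3 contrasts of subtypes and 0 between breeds in skeletal myogenic cells. The fit without the library block takes in differences between stages. It put cluster 3 of Table S3 at 0.20 and MYC at 1.13 between myocyte-like and Pax3+ cells, and TGIF1 at 0.83 between PAX7+ and Pax3+ and -0.015 between myocyte-like and PAX7+ cells. Cluster 2 of Table S3 lost its call between PAX7+ and Pax3+ cells under DESeq2, upper quartile normalization and no block, at 0.064, 0.048 and 0.094 (camera, adjusted p = 0.06745, 0.05487 and 0.06694). ARID3A was at 0.035 under DESeq2 and TGIF1 at -0.021 under upper quartile normalization. With at least 50 cells per sum, the contrasts of subtypes and the epithelial-like and neuron-like tests had too few sums for a value.

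The median log2 difference of the dissociation list between PAX7+ and Pax3+ cells was 0.11 with at least 1000 UMIs, no longer beyond matched random lists, and -0.19 at a mitochondrial limit of 5%, where that between myocyte-like and Pax3+ cells was -0.14. Between myocyte-like and PAX7+ cells it passed beyond matched random lists at 0.36 with at least 1000 UMIs, 0.33 with no doublets removed, 0.40 at 5%, 0.30 under DESeq2 and 0.23 with no filter, and with libraries left out it ranged from 0.18 to 0.31 and did so without E28-DZ. From early to late in epithelial-like cells it was 0.24 without E28, 0.40 without E16, 0.19 with at least 1000 UMIs, 0.50 without balancing, 0.31 with no doublets removed and 0.17 with naming at 1.5-fold, all beyond matched lists, -0.018 with no filter, and -0.20 to 0.62 with libraries left out, below 0 without E16-DZ or E18-ZZ. In neuron-like cells it was -0.25 without E28, -0.019 without balancing, 0.49 with no doublets removed and -0.11 to 0.53 with libraries left out, below 0 without E28-DZ and beyond matched lists without E18-ZZ, and in neurogliocyte-like cells 0.096 without E28. Between breeds it ranged from -0.014 to 0.78 in all cells, below 0 without either E28 library, and from 0.051 to 0.45 in skeletal myogenic cells, lowest without either E28 library.

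Depth limits several of the tests. In the contrast of PAX7+ with Pax3+ cells, the 3 libraries with both subtypes hold sums of 158443 UMIs in 30 PAX7+ cells of E18-DZ, and of 121163 and 122137 UMIs in 27 and 22 Pax3+ cells of E21-ZZ and E21-DZ, against 7648379 UMIs in the PAX7+ cells of E28-DZ. The shallowest sum of the neuron-like test, of E16-DZ, holds 58279 UMIs in 20 cells. In simulated counts, 53% of 200 genes changed by 1.5 on the log2 scale were called between PAX7+ and Pax3+ cells, 56% between myocyte-like and Pax3+ cells and 88% between myocyte-like and PAX7+ cells, and 8.6%, 4.3% and 12.4% of the calls were false. From early to late, 38.5% were called in neuron-like, 47.5% in epithelial-like, 76.5% in endothelial-like and 91.5% in neurogliocyte-like cells.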

Differences from the paper's values

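Cell classes were rebuilt from markers, so a share here and a share in the paper need not cover the same cells. Values are said to differ where one is more than 1.5 times the other and they lie further apart than the SD of the libraries. The paper's shares over skeletal myogenic cells divide them into 4 cell types. Those here divide them into 3 subtypes and leave out the cells of the unnamed sub-cluster. The paper's shares over all cells are over its own set of cells after quality control.

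For Pax3+ progenitors among skeletal myogenic cells at E21, the paper's value is about 8.5% in Fig. 2G, read by eye, and the value here was 2.74% ± 0.395 (SD, n = 2 libraries). At E28 the paper's value is about 6% in Fig. 2G, read by eye, and here 0.033% ± 0.047 (SD, n = 2). Of the alternatives set before the data were examined, Seurat's CCA anchors gave 14.5% at E21 and 4.75% at E28, less than the SD of the libraries away from the paper's values. With no doublets removed the values were 4.20% and 0.33%, and with at least 1000 UMIs per cell 16.3% and 0.408%, which differed from the paper's at both stages. A mitochondrial limit of 5%, no balancing over libraries and a resolution of 0.6 gave no comparable value. For myocytes the paper's values are about 9.5% at E18, 20% at E21 and 22% at E28, read by eye. CCA anchors gave 20.3%, 33.8% and 45.3%, which differed from them. The values here, 6.55%, 25.8% and 31.7%, did not differ.

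For epithelial cells among all cells at E18, the paper's value is about 17% in Fig. 1E, read by eye, and the value here was 1.68% ± 0.967 (SD, n = 2). A mitochondrial limit of 5% gave 15.9% and a resolution of 0.6 15.7%, which did not differ from the paper's value. Naming clusters at 1.5-fold, an alternative chosen after seeing the values, gave 16.0% and did not differ either. The value was 1.40% with no doublets removed, 1.25% with at least 1000 UMIs per cell, 0.986% without balancing and 3.67% under CCA anchors, all different from the paper's. At E16 the paper's value is about 36%, read by eye. CCA anchors gave 10.9%, which differed from it, and the value here, 28.3%, did not.

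For fibroblasts among all cells at E28, the paper's value is about 45% in Fig. 1E, read by eye, and the value here was 24.3% ± 15.5 (SD, n = 2). A mitochondrial limit of 5% gave 36.2% ± 2.96 and no balancing over libraries 67.2% ± 3.77 (SD, n = 2), both within a factor of 1.5 of the paper's value but further from it than their SD. It was 20.3% with no doublets removed, 15.5% with at least 1000 UMIs per cell, 24.2% at a resolution of 0.6 and 15.5% under CCA anchors, which differed. Counting unnamed clusters in their best class by markers, an alternative chosen after seeing the values, gave 46.4% ± 0.291 (SD, n = 2), 46.2% in ZZ and 46.6% in DZ, within a factor of 1.5 of the paper's value. These clusters were left unnamed because their leading genes held more markers of another class. For cluster 3 this marker was OGN, of the osteogenic-like list.

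The paper states that the total share of myogenic cells changed little over the stages. Here the skeletal myogenic share rose by 9.34 percentage points from early to late libraries (exact permutation test, p = 0.0286), and by 2.73 under CCA anchors (exact permutation test, p = 0.5429), a setting under which no rise could be told from the spread of the libraries. The paper names neural stem cells among the classes that decrease. From early to late libraries the decrease here did not pass the threshold (exact permutation test, p = 0.0857), except without E21-ZZ (p = 0.0286), but at E28 their shares were 0.01% in ZZ and 0.009% in DZ, against 7.91% to 16.7% in the other 6 libraries, which is in the paper's direction. Without balancing over libraries the early shares were 0.022% at most. The paper reports osteogenic cells, and no cluster was named osteogenic-like under any setting. Cluster 3, left unnamed, had the osteogenic-like marker OGN among its leading genes. Its mean share was 0.073% in early and 11.866% in late libraries, so osteogenic cells among the unnamed cells are not excluded.

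The paper describes HOXB8 as falling along the trajectory. Within libraries, HOXB8 differed by -0.67 on the log2 scale between myocyte-like and Pax3+ cells, lower in 2 of 4 libraries (adjusted p = 0.48 from edgeR's test). In the 3 libraries with Pax3+ and PAX7+ cells its CPM was lower in Pax3+ cells, with 3 or fewer UMIs in one of the subtypes each time. The fit went the other way, at -0.80 between PAX7+ and Pax3+ cells, not past the adjustment (adjusted p = 0.6969 from edgeR's test). Without the library block, which takes in the stages, HOXB8 was at -1.98 between myocyte-like and Pax3+ cells.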

Other observations

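Of the tests in this part, those of the dissociation list between PAX7+ and Pax3+ cells, of stage in place of subtype, of the 2 genes that differ between breeds, and of the HOX genes within libraries, under the alternatives and with libraries left out were chosen only after the result was seen.

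HOX genes were lower in the later myogenic subtypes, though the first of 3 contrasts depended on the processing. The percentiles given for them leave out correlation between HOX genes and the spread between libraries. Over 25 HOX genes the median log2 difference within libraries was -0.31 between PAX7+ and Pax3+ cells (percentile 0.92 of 10000 random lists of matched expression), -0.47 between myocyte-like and PAX7+ cells (percentile 0.7) and -0.67 between myocyte-like and Pax3+ cells (percentile 0.45), with 1, 9 and 5 of the genes past the threshold and lower, and 0, 2 and 1 past it and higher. In each of the last 2 contrasts the HOX gene with the smallest adjusted p was among those higher. The first of these medians, at a mitochondrial limit of 5%, was 0.34 (percentile 99.95), without balancing over libraries 0.17 (percentile 88.96), and without E21-DZ -0.10 (percentile 39.88), so its direction is open. The other 2 were below 0 under the 9 alternatives run for them and with each library left out, from -0.97 to -0.18 and from -0.99 to -0.16. There is no value for them under CCA anchors, a resolution of 0.6 or at least 50 cells per sum. Both lay among the random lists at a mitochondrial limit of 5% (percentiles 6.24 and 66.55) and without balancing (percentiles 8.88 and 2.55), and the median between myocyte-like and PAX7+ cells also without the library block (percentile 13.56) and without E21-ZZ (percentile 5.47). Stage or position along the body, where shared by all cells of a library, cannot give a difference between its subtypes, so the median of -0.67 between myocyte-like and Pax3+ cells argues against it under the settings that put this median beyond the random lists. A change within the myogenic lineage towards myocyte-like cells stays open as a hypothesis, and so do body positions that differ between the subtypes of a library, which were not tested. From early to late libraries the HOX genes were higher in neurogliocyte-like cells, with a median of 1.20 (percentile 100.0), and 0.69 to 1.98 over the alternatives and with libraries left out. In neuron-like cells it was 0.55 (percentile 99.78), but among the random lists without E16, E28, E16-DZ or E18-ZZ, at 0.19 without the last. In epithelial-like cells it was -0.89 (percentile 0.0), but above 0 with at least 1000 UMIs per cell (0.36), without balancing (0.36), without E16-DZ (0.15) and without E18-ZZ (0.80). In endothelial-like cells it was 0.30 (percentile 77.44), but -0.54 (percentile 0.98) with no filter on low counts. Mesenchymal-like cells were named only under alternatives. In them it was 0.87 with no doublets removed, 0.51 at a mitochondrial limit of 5% and 1.20 with at least 1000 UMIs per cell. In these classes stage and position along the body are tied together by the design, and no explanation was tested. Between the breeds the HOX genes were lower in DZ, with medians of -0.14 in all cells (percentile 0.01) and -0.32 in skeletal myogenic cells (percentile 0.0), but no HOX gene passed the threshold there, and no explanation was tested. The first of these rests on E18, since it was 0.03 without E18-ZZ (percentile 75.9) and 0.03 without E18-DZ (percentile 75.21). In skeletal myogenic cells the median ranged from -0.43 to -0.09 over the alternatives and with libraries left out, and without E18-ZZ or E18-DZ it lay among the random lists (percentiles 5.18 and 4.12).

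The gene clusters of Table S3, chosen in the paper along the myogenic trajectory, also changed from early to late libraries in cells outside the lineage. Cluster 1 had median log2 differences of -0.46 in epithelial-like, -0.53 in endothelial-like, -0.34 in neuron-like and -0.63 in neurogliocyte-like cells. Cluster 2 had -0.33, -0.58, -0.34 and -0.30, and cluster 4 0.51, 0.19, 0.21 and 0.48. Cluster 3, which was lower in myocyte-like than in Pax3+ cells (-0.28), was higher in late libraries in all 4 classes (0.26, 0.31, 0.30 and 0.47). Cluster 5, at 2.24 between myocyte-like and Pax3+ cells, lay between -0.002 and 0.37.

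Pax3+ cells came mostly from E16 and E18 and the other subtypes mostly from E21 and E28, so stage in place of subtype was weighed as a cause of the differences between subtypes. The fit with the library as a block takes out what all cells of a library share, and called 329 genes between PAX7+ and Pax3+ cells. It does not hold stage fully constant. E18-ZZ had no PAX7+ sum and the E28 libraries no Pax3+ sum, so they enter this contrast only by way of myocyte-like cells of different stages. The subtypes were also clustered from the same counts, and groups formed in this way differ within libraries in any case. Stage and subtype therefore cannot be told apart by this number, nor by the 1398 genes called without the block. The mitochondrial limit of 5% was the setting under which the fewest of the genes called within libraries and tested again, 52.13%, had the same direction, followed by no balancing, with 63.49%. Because the subtypes rest on the same counts, chance cannot be excluded for the 3 contrasts of subtypes either. With the names of the 3 subtypes permuted together within libraries, 2 of 60 splits, the real one included, gave as many genes as between PAX7+ and Pax3+ cells, the other with 2773, and 1 of 60 splits, the real one, in each of the other contrasts, where clustering from the same counts favours the real names.

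Between the breeds, chance cannot be excluded at the level of counts of genes. With stage as a block there are 8 splits, so no share can be under 0.05, and 2 of 8 splits gave as many genes as the real one in skeletal myogenic cells. In all cells no gene was called by edgeR's test, and 8 of 8 splits gave as many. Of the genes called in skeletal myogenic cells, ENSSSCG00000031855 and HCLS1 had the largest differences. A sequence difference between the breeds that changes the counting of the gene in all cells would raise it in DZ outside the muscle lineage too. The CPM ratio of ENSSSCG00000031855 in the other cells was 14.014, 47.206, 13.18 and 57.122 at E16, E18, E21 and E28, at least 2-fold at 4 of 4 stages, from 2, 4, 10 and 4 UMIs in ZZ, which is consistent with such a difference. At E16 the 95% exact interval of the ratio, for counting error only, was 3.634 to 119.699. A regulatory difference between the parents in all cells would look the same. For HCLS1 the ratio was 0.917, 1.022, 1.453 and 1.113, at least 2-fold at 0 of 4 stages, which argues against it for this gene. In skeletal myogenic cells HCLS1 had 57 UMIs in DZ and 0 in ZZ at E21, and 157 and 6 at E28. A difference between the breeds in the muscle lineage, or between the pools of embryos, stays open and was not tested further. GPX1 was lower in DZ outside the lineage as well, at CPM ratios of 0.656 to 0.678.

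In the fit with the library as a block, the dissociation list was higher in PAX7+ than in Pax3+ cells. Its median log2 difference was 0.391 over 29 genes (percentile 100.0 of matched random lists). The list was also higher in myocyte-like than in Pax3+ cells, at 0.56 (percentile 99.98). Handling that acted alike on all subtypes of a library is taken out by the block, so these differences argue against it. Subtypes that respond to dissociation in unequal measure, and a difference in the tissue itself, stay open. At a mitochondrial limit of 5% the first median was -0.19. EGR1, FOS, KLF2 and RHOB, which the paper follows along differentiation, are in this list.

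In the 4 classes tested from early to late libraries, 6 genes with a symbol rose and 18 fell past the threshold in every class. By the mean log2 fold change over the classes, NFIA (3.96), RBMS3 (3.16) and ARID5B (1.98) rose most and KRT18 (-5.17), KRT8 (-4.89) and APOE (-4.85) fell most. Free RNA of epithelial-like cells in droplets of other classes is a candidate explanation for KRT8 and KRT18, since epithelial-like cells are most frequent at E16. In the E16 libraries, the level of KRT8 and KRT18 in other classes, relative to epithelial-like cells, was 1.65 times that of 5 other epithelial-like markers at most (1.65 in neurogliocyte-like cells of E16-DZ; 1.22, 1.4 and 1 in endothelial-like cells of E16-DZ and E16-ZZ and neurogliocyte-like cells of E16-ZZ), by the median of these markers. But the markers do not share one fraction, as free RNA would give them. CLDN6 was at 22.1% to 38.8% of its epithelial-like level in these 4 groups, and CDH1 had no UMI in 3 of the 4. Free RNA and expression in the other classes therefore cannot be told apart, since the markers go both ways and several rest on fewer than 10 UMIs. KRT19, a further marker of the list, has no symbol in the matrices. The fall in epithelial-like cells themselves (-1.73 for KRT18 and -1.14 for KRT8) is not covered by this explanation.

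The rise of the skeletal myogenic share might come from cells moved between clusters by the clustering and naming. The summed CPM of PAX7, MYF5, MYOD1 and MYOG over all cells, which needs no clusters, rose from 10.9 in early to 181.59 in late libraries, a difference of 170.64 (exact permutation test, p = 0.0286), while PAX3 was at 21.5 and 20.6 (exact permutation test, p = 0.9143). Each of the 4 genes had a higher mean CPM in PAX7+ or myocyte-like than in Pax3+ cells, so their sum can rise with no more myogenic cells. The explanations cannot be told apart by this measure.

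Cell cycle phase was weighed as the cause of the division of PAX7+ progenitor/myoblast-like cells into sub-clusters. Cluster 2 of Table S3, the mitotic genes, had a median log2 difference of -1.10 between sub-cluster 0 and sub-clusters 3 and 4, and the other 4 gene clusters between -0.13 and 0.27. These sub-clusters also differ in their share of cells in G1, so this adds no separate evidence. Genes of differentiation divide them as well. MYOD1 (-1.08, adjusted p = 1.343e-10) and MYOG (-1.26, adjusted p = 0.001712) were lower in sub-cluster 0, and PAX3 (0.60, adjusted p = 4.242e-05) and PAX7 (0.40, adjusted p = 0.0002096 from edgeR's test) higher. Phase and a difference between progenitors and myoblasts cannot be told apart, since both go with the same sub-clusters.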
